# Muscleblind-like proteins are novel modulators of the tumor-immune microenvironment

**DOI:** 10.1371/journal.pone.0321148

**Published:** 2025-04-30

**Authors:** Austin M. Gabel, Edie I. Crosse, Andrea E. Belleville, Simon J. Hogg, Siegen A. McKellar, Omar Abdel-Wahab, James D. Thomas, Robert K. Bradley

## Abstract

Exploiting the immune system to eradicate cancer cells is an area of intense clinical study. However, the mechanisms that shape the tumor-immune microenvironment are incompletely understood. Here, we identify Muscleblind-like (MBNL) proteins as novel modulators of the tumor-immune microenvironment across diverse cancers. We demonstrate that loss of tumor MBNL expression results in an attenuated response to interferon gamma and reduced tumor antigen presentation in melanoma, breast cancer, and colorectal cancer cells. Parallel experiments in a syngeneic mouse melanoma model revealed that MBNL loss reduces tumor cell killing by CD8 + T cells *in vitro* and facilitates tumor escape from cytotoxic CD8 + T cell infiltration *in vivo*. Finally, we extended these studies to 29 human cancer types to find that MBNL expression levels are strongly associated with gene expression signatures of T cell tumor infiltration. These insights suggest that MBNL proteins play important roles in shaping the immune landscape across diverse malignancies.

## Introduction

Immunotherapy, which exploits the power of the immune system to fight malignant cells, has transformed cancer treatment within the past decade. Immunotherapies are exemplified by both chimeric antigen receptor (CAR) T cells, designed with high specificity for tumor antigens, and immune checkpoint blockade inhibitors, which block tumor immune evasion mechanisms from cytotoxic T cell killing of cancer cells. The number of different strategies is rapidly growing, including those that recruit natural killer (NK) cells and macrophages, but the currently most clinically advanced therapies are designed to stimulate a robust T cell response directed against the tumor cells [1]. This growing field has demonstrated remarkable successes, such as the complete remission of patients with B cell acute lymphoblastic leukemia following treatment with CAR-T cells targeting CD19 + B cells [2], and immune checkpoint inhibitors such as Ipilimumab (anti-CTLA-4), Pembrolizumab, and Nivolumab (anti-PD-1) have significantly improved survival in patients with metastatic melanoma [3].

Despite these clinical breakthroughs, the efficacy of immunotherapies varies significantly across cancer types and among individual patients. Particularly for immune checkpoint blockade, a crucial determinant for immunotherapeutic success is the extent of T cell immune infiltration within the tumor microenvironment. Indeed, ‘hot’ tumors, characterized by substantial adaptive immune responses, have been linked with more effective responses to checkpoint blockade [4]. Thus, deciphering the mechanisms that shape the tumor-immune microenvironment is essential for devising strategies to transform ‘cold’ tumors, those with minimal immune infiltration, into ‘hot,’ immunoreactive ones.

In this context, our report unveils a role for Muscleblind-like (MBNL) proteins as novel regulators of resistance to T cell-mediated tumor killing through alterations in antigen presentation. In the human genome, the three MBNL genes encode RNA-binding proteins with roles including regulation of alternative RNA splicing, polyadenylation, and localization [5–7]. The pathogenesis of MBNL dysregulation is best described for myotonic dystrophy [8], a neuromuscular disease caused by loss of MBNL function that results in myotonia, cardiomyopathy, and central nervous system abnormalities. Additionally, there is growing evidence for MBNL’s role in cancer. MBNL expression is downregulated in colorectal [9] and prostate [10] cancers. In the case of prostate cancer, however, there is additionally increased inclusion of MBNL exon 7, associated with pro-tumor activity and indicative of a splice isoform-specific role in cancer. Conversely, MBNL1 is consistently overexpressed in MLL-rearranged leukemia [11]. Furthermore, MBNL1 has been reported to play roles in the inhibition of glioblastoma tumor initiation [12] and suppression of metastasis in breast [13] and colon [14] cancers.

While most studies have focused on cancer cell-intrinsic roles of MBNLs, little is known about how they may shape the tumor microenvironment. In this study, we investigated and characterized a novel role for MBNL proteins in anti-tumor immune responses. Using mouse models of melanoma, we determine that MBNL loss attenuates MHC Class I antigen presentation, response to immune stimulation by interferon gamma, and subsequent cancer cell killing by cytotoxic T cells. Furthermore, we demonstrate that our results from mouse melanoma extend to multiple additional mouse cancer models and are consistent with transcriptional signatures of tumor-immune interactions from diverse clinical human cancers. The correlation between MBNL and T cell infiltration that we initially identified in mouse cancer models extends across many human cancer types based on genomic analyses of human clinical datasets. Overall, our study highlights an important role for MBNL proteins in shaping the tumor microenvironment, broadening our understanding of the intricacies of tumor-immune interactions.

## Results

### MBNL loss confers resistance to cytotoxic T cell killing of mouse melanoma cells

In a prior publication by Pan et al. [15], a genome-wide CRISPR-Cas9 screen was carried out on B16-F10 mouse melanoma cells to identify genes whose loss conferred resistance to antigen-specific killing by cytotoxic T cells. We mined this dataset to identify novel modulators of anti-tumor immune responses that were not highlighted or further validated in Pan et al.’s study. The screen first involved a pre-treatment with or without 1 ng/mL of IFNγ for 24 hours to stimulate MHC Class I surface expression, as B16-F10 cells have inherently low cell-surface MHC Class I levels. Then, B16-F10 cells were co-cultured with either of two types of cytotoxic T cells: (i) Pmel-1, which recognizes the endogenous melanoma antigen gp100, or (ii) OT-1, which, while having a low affinity for gp100, strongly recognizes Ova peptide (OVA), which was provided exogenously to tumor cells.

As expected and reported by Pan et al, investigation of the ranked list of genes enriched and depleted in the Pmel-1 screen by log fold change identified *B2m* as a top hit conferring resistance to T cell-mediated tumor killing (Fig 1A). B2M is a component of the MHC Class I complex and thus critical for T cell receptor recognition. We were intrigued to find that two members of the Muscleblind-like protein family, MBNL1 and MBNL2, also ranked very highly, indicative of a previously undescribed role for MBNL proteins in mediating cellular response to cytotoxic T cell killing.

**Fig 1:**
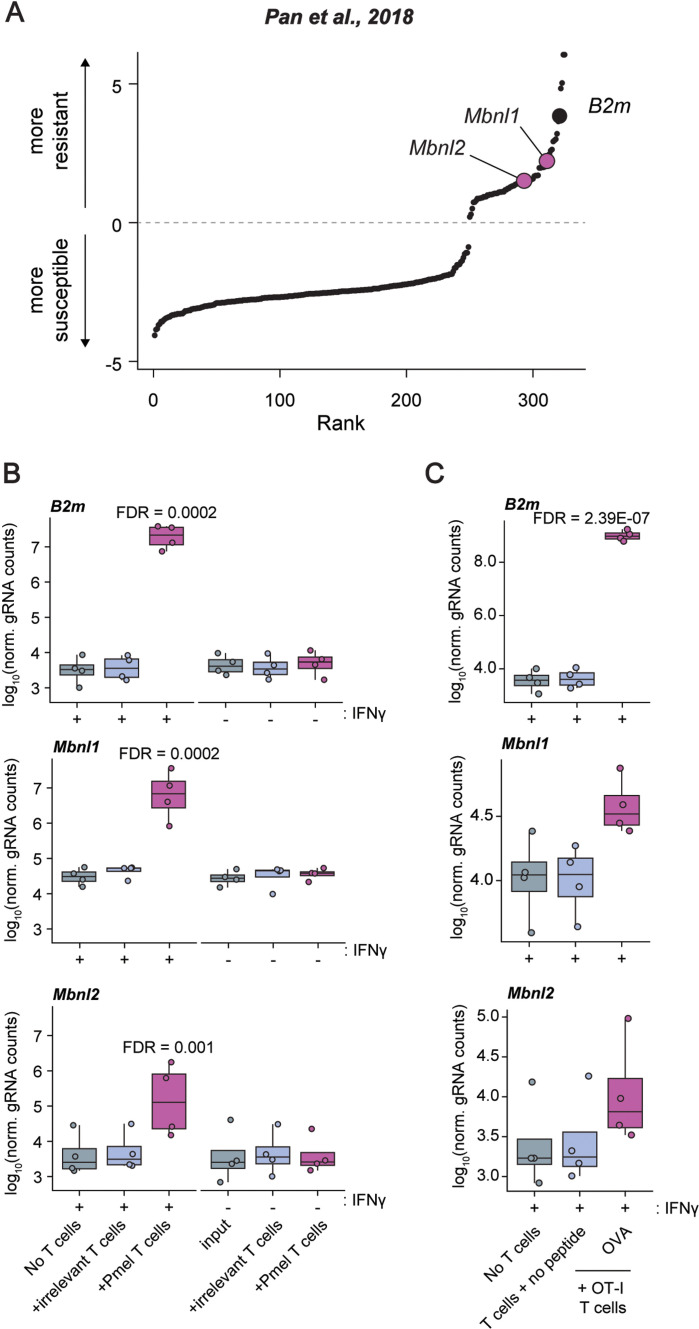
MBNL loss confers resistance to cytotoxic T cell killing of tumor cells. (**A**) Rank plot of log fold-change of gRNA enrichment/depletion from a genome-wide CRISPR-Cas9 screen in B16-F10 melanoma cells under cytotoxic T cell selection pressure (data from Pan et al., 2018). gRNA enrichment indicates a gene whose loss confers resistance to cytotoxic T cell killing. (**B**) Log10 fold-change of normalized counts for *B2m*, *Mbnl1* and *Mbnl2* gRNA knockouts for T cell selection assays with or without irrelevant T cells, Pmel-1 T cells and with or without IFNγ stimulation.(**C**) Log10 fold-change of normalized counts for *B2m*, *Mbnl1* and *Mbnl2* gRNA knockouts for T cell selection assays stimulated with IFNγ with or without OT-1 T cells and with or without exogenous antigen OVA peptide.

A focused examination of *B2m*, *Mbnl1*, and *Mbnl2* demonstrated a significant enrichment for gRNAs targeting all three of these genes when in the presence of Pmel-1 CD8 + cells (Fig 1B) following treatment with IFNγ. Of the two *Mbnl* genes enriched in the screen, *Mbnl1* exhibited the larger positive log fold-change relative to both tumor cells without T cells and those co-cultured with irrelevant T cells that do not recognize the tumor antigen (Fig 1A, B). The same trend was seen for co-culture with OT-I T cells when stimulated with the exogenous antigen, OVA peptide (Fig 1C). Taken together, these data indicate that Mbnl1 and, to a lesser degree, Mbnl2, have direct roles in modulating MHC Class I-dependent killing of cancer cells by antigen-specific T cells.

### MBNL modulates antigen presentation in response to IFNγ

Motivated by our re-analysis of the data from Pan et al., we next sought to further elucidate the role of MBNL proteins in shaping the tumor-immune microenvironment. We generated CRISPR-Cas9 knockout models of *Mbnl1* (“1KO”) and *Mbnl2* (“2KO”) in B16-F10 melanoma cells (Fig 2A). Although western blotting of polyclonal cells did not reveal complete absence of protein, we confirmed that the majority of alleles in the polyclonal population harbored indels via next-generation DNA sequencing (Fig S1A–S1D in S1 File). Additionally, we generated a double knockout (DKO) of both *Mbnl1* and *Mbnl2*, as MBNL1 and MBNL2 are partially functionally redundant, and there is evidence that MBNL2 can be upregulated to compensate for MBNL1 loss [16]. Indeed, we observed an increase in MBNL2 protein levels with *Mbnl1* KO (Fig 2A), emphasizing the importance of an *Mbnl* DKO model system to assess the role of MBNL proteins in IFNγ signaling.

**Fig 2:**
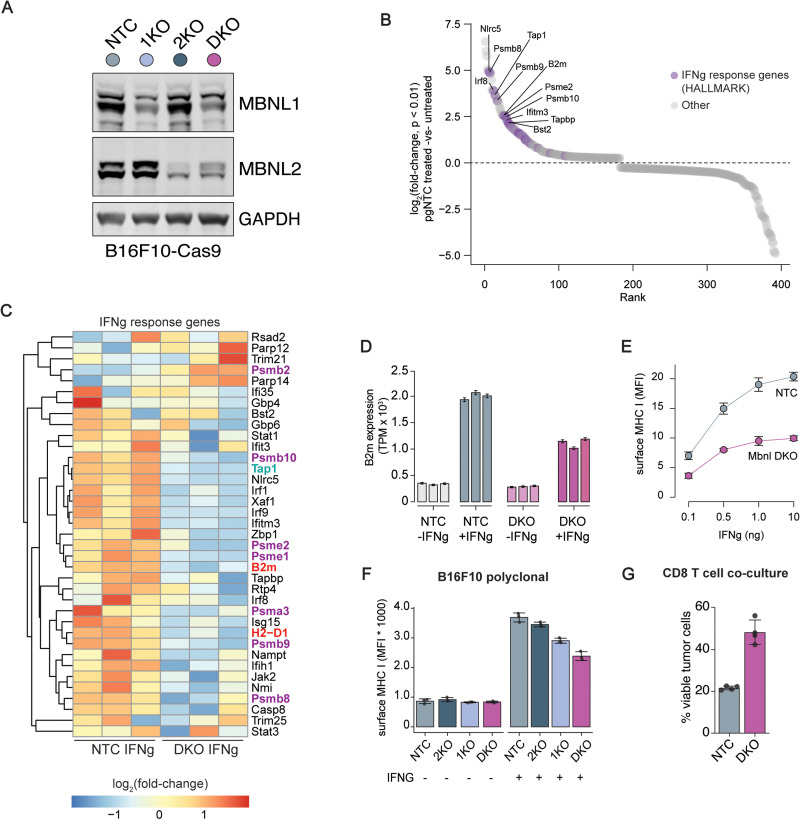
MBNL modulates antigen presentation in response to IFNγ. (**A**) Western blot of B16-F10 Cas9 cells treated with the indicated gRNA or pgRNA (NTC = non-targeting control, 1KO =  Mbnl1 KO, 2KO =  Mbnl2 KO, DKO =  Mbnl1 and Mbnl2 double KO). (**B**) Rank plot of log2 fold-change of genes in non-targeting control (NTC) treated vs untreated. Hallmark IFNγ response genes are highlighted in purple and selected genes also involved in MHC antigen presentation are labeled. (**C**) Heatmap of log2 fold-change for either NTC or double knockout (DKO) stimulated with IFNg compared to their unstimulated counterparts. Genes involved in antigen processing, transport to endoplasmic reticulum and components of the major histocompatibility complex are indicated with purple, green and red labels respectively. (**D**) Transcripts per million normalized *B2m* expression for both NTC and DKO with and without IFNγ stimulation. (**E**) Surface MHC Class I (MHC I) expression measured by flow cytometry after stimulation with an IFNγ dilution series. (**F**) Surface MHC I expression with and without 1 ng IFNγ stimulation for NTC, *Mbnl2* knockout (2KO), *Mbnl1* knockout (1KO) and DKO in a B16-F10 polyclonal cell line. (**G**) Percentage viable NTC and DKO B16-F10 tumor cells pulsed with OVA peptide after *in vitro* co-culture with OT-I CD8 + T cells.

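RNA-seq libraries were deposited for 4 conditions with 3 replicates each, 12 in all: NTC and *Mbnl* DKO B16-F10 cells, untreated or treated with IFNγ. The sample labels give genotype, treatment and a replicate number and write no template control for the NTC, while dose and duration are stated only by the paper. The paper describes poly(A)-selected, unstranded libraries sequenced from both ends over 50 bp, with expression estimated by RSEM and unaligned reads passed to TopHat. The deposited values are in TPM, which give each gene as a share of its library and keep no read depth, and the scaling between libraries is not stated. Summed over the listed genes, they came to between 805782 and 827191 TPM in DKO libraries and between 844185 and 874612 TPM in NTC libraries. Because the libraries are unstranded, reads of genes that overlap on opposite strands are not separated.

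Genes with at least 1 TPM in at least 3 libraries were tested, 11663 of the 23022 listed. log2(TPM + 1) was fitted with limma, with 1 mean per condition, and p-values were adjusted by the Benjamini-Hochberg method. On this scale, the fold change of a gene near 1 TPM is smaller than the ratio of its TPM. The median SD between replicates across tested genes was 0.069 (log2) in untreated DKO, 0.071 in untreated NTC, 0.079 in treated NTC and 0.093 in treated DKO libraries. In a principal component analysis, component 1 held 50.0% of the variance and separated DKO from NTC libraries. Component 2 held 17.6%, with all treated libraries above 0 and all untreated libraries below 0.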

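RNA of both targeted genes was still measured in DKO cells, where TPM count transcripts of edited and unedited alleles alike. *Mbnl1* stood at 56.8, 57 and 55.6 TPM in untreated NTC libraries and at 41.3, 41.1 and 44 TPM in untreated DKO libraries, a log2 difference of −0.41 (SE 0.0489, adjusted p = 2.54e-05). With IFNγ, the difference was −0.47 (adjusted p = 8.12e-06). *Mbnl2* was lower by less, with log2 differences of −0.20 without IFNγ (SE 0.0527, adjusted p = 0.00937) and −0.23 with it (adjusted p = 0.00308). For both genes, every DKO library was below every NTC library. Of the alternatives tried, the scale of the S1 Table, chosen after seeing the data, moved the untreated difference of *Mbnl2* most, to −0.14 (adjusted p = 0.0475).

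*Mbnl3*, which was not targeted, ranged from 4.56 to 6.5 TPM in NTC libraries and from 6.87 to 8.33 TPM in DKO libraries. It was higher in DKO by 0.41 without IFNγ (adjusted p = 0.00765) and by 0.28 with it (adjusted p = 0.0454). The second call was lost with no filter on low values (adjusted p = 0.071) and in 9 of the 12 fits that each left out 1 library, where *Mbnl3* differences lay between 0.25 and 0.31 with adjusted p-values up to 0.118. It was kept without untreated DKO replicate 1, untreated NTC replicate 2 or untreated NTC replicate 3.

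**Figure D1:**
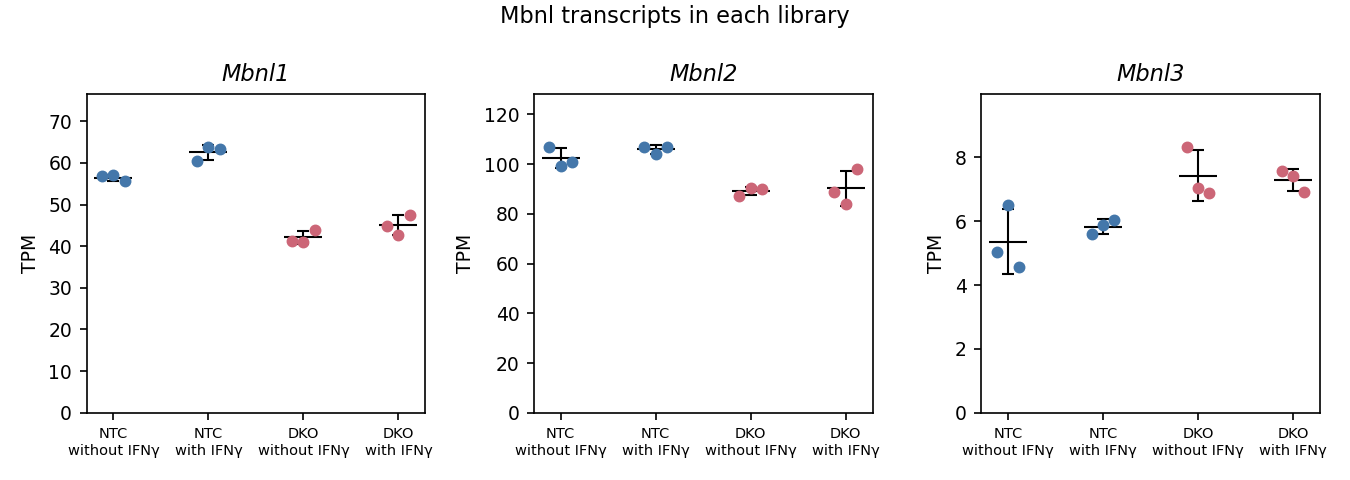
TPM of *Mbnl1*, *Mbnl2* and *Mbnl3* (y axes) in each library of the 4 conditions (x axes), with NTC in blue and DKO in red. Points are libraries and bars are means with SD over 3 replicates; *Mbnl1* and *Mbnl2* are lower and *Mbnl3* is higher in DKO libraries.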

To assess transcriptional alterations in response to IFNγ, we performed RNA-seq of *Mbnl* DKO cells compared to B16-F10 cells treated with a non-targeting control (NTC) gRNA treated with or without 1 ng/mL IFNγ for 24 hours. We first validated our IFNγ treatment by comparing treated and untreated cells and found that IFNγ response was the top enriched pathway in treated cells (Fig S2A in S1 File; S1 Table). 

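Between treated and untreated NTC libraries, 1411 of 11663 tested genes had an adjusted p-value under 0.05, 853 higher and 558 lower with IFNγ. The count depended on single libraries. It fell to 317 without treated NTC replicate 3, 328 without treated NTC replicate 2, 351 without untreated NTC replicate 3 and 394 without untreated NTC replicate 2, and it reached 2023 without treated DKO replicate 2, which enters through the shared estimate of the spread. With no filter on low values it was 897. Removing a trend with GC content and gene length from each library, an alternative chosen after seeing the data, moved it most among the alternatives that kept all libraries and used no block, to 526, of which 413 were among the 1411. The share of these genes that rose was 60.5% as deposited, against 48.9% on the scale of the S1 Table, 45.1% with each library scaled to the same total and 44.3% with median-ratio scaling, all 3 chosen after seeing the data.

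The Hallmark sets behind Fig S2A were not used here. In their place, 643 Reactome mouse sets of 15 to 500 tested genes were ranked with camera, and 402 of them rose with IFNγ. Of these, 93 had an FDR under 0.05, and all 93 also did under fry. The 5 highest shared the same 26 genes, those of class I MHC antigen processing and presentation (FDR = 5.63e-16). Interferon gamma signaling, with 47 genes, ranked at 72 among the rising sets (FDR = 0.000115 with camera and 2.77e-08 with fry). Without treated NTC replicate 3, it ranked at 44, and the other fits without 1 library gave ranks from 67 to 78. Its rank was 42 with fgsea on the signed square root of F. It was 38 under camera with the GC content and length trend removed and 7 with fgsea on the log2 fold change, both chosen after seeing the data.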

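Ordered by log2 fold change with IFNγ in NTC cells, the 5 highest tested genes were *Gbp2*, *Tap1*, *B2m*, *Psmb9* and *Psme2*. *Gbp2*, which encodes a guanylate-binding protein, went from a mean of 1.97 to 20.1 TPM (log2 fold change 2.83, SE 0.113, adjusted p = 1.53e-09) and ranked at 1 in DKO cells as well (log2 fold change 2.55). Among the genes labeled in Fig 2B, *Nlrc5*, *Psmb8*, *Irf8*, *Tap1*, *Psmb9*, *B2m*, *Psme2*, *Psmb10*, *Ifitm3*, *Tapbp* and *Bst2*, 10 of 11 were tested. All 10 had an adjusted p-value under 0.05 over all genes and when adjusted over the list alone, with a median log2 fold change of 2.38. *Psmb8* is listed at 0 in untreated libraries; for the other 9 genes the values ran from 2.01 (*Tapbp*) to 2.66 (*Tap1*), with a median of 2.43. The list was chosen by the study on these libraries, so this is not independent evidence. *Irf8* was under the filter, listed at 0 in all 6 untreated libraries and at 0.595, 0.832 and 0.684 TPM in treated NTC libraries.

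At the other end of the order stood *Scand1*, at 16.4, 30 and 25.3 TPM in untreated and 10.8, 9.05 and 1.7 TPM in treated NTC libraries (log2 fold change −1.82, SE 0.455, adjusted p = 0.025). Its call was lost without treated NTC replicate 3 (−1.15, adjusted p = 0.0641), untreated NTC replicate 2 (−1.64, adjusted p = 0.0902) or untreated NTC replicate 3 (−1.76, adjusted p = 0.0766), and the adjusted p-value of *Scand1* was 0.0546 with no filter on low values. It was lost as well with the GC content and length trend removed, chosen after seeing the data, where *Scand1* fell by 1.31 (adjusted p = 0.0531).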

As expected, top-ranking genes contributing to the pathway’s enrichment are involved in antigen presentation (Fig 2B). This includes proteasomes involved in antigen processing for presentation (*Psmb2*, *Psmb8*, *Psmb9*, *Psmb10*, *Psme1*, *Psme2,* and *Psma3*), *Tap1,* which transports antigens to the ER for attachment to MHC components, and components of the MHC Class I complex itself, including *B2m* and *H2-D1*.

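The 10 genes of this list had a median log2 fold change of 2.24 in NTC cells, or 2.43 without *Psmb8*; 9 passed an adjusted p-value of 0.05 over all genes and 10 when adjusted over the list alone. The list was named by the study from these libraries, so it is not independent evidence. *Psmb10* rose by 2.43 (log2, adjusted p = 4.11e-11; rank 8 of 11663), *Psme1* by 1.65 (rank 22) and *Psme2* by 2.49 (rank 5), each by far more than the SD between replicates. *Tap1* rose from 0.695, 0.737 and 0.806 TPM to 9.85, 9.35 and 11 TPM (log2 fold change 2.66, SE 0.102, rank 2), and *Psmb9* rose by 2.55 (SE 0.111, rank 4). These 2 genes overlap on opposite strands of chromosome 17 between 34187553 and 34187764, a stretch where unstranded reads do not separate them. *Psmb8* was listed at 0 in all 6 untreated libraries and at 1.36, 1.37 and 1.15 TPM in treated NTC libraries, so no fold is given for it. *H2-D1* rose from a mean of 63.9 (SD 1.21) to 265 TPM (SD 6.96), a log2 fold change of 2.04 (SE 0.037, adjusted p = 4.82e-13; rank 17).

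*Psmb2* and *Psma3* changed little. *Psmb2* went from 150 (SD 2.12) to 160 TPM (SD 1.42), a log2 fold change of 0.09 that did not pass the threshold (SE 0.034, adjusted p = 0.086; rank 3675). *Psma3* rose by 0.25 (SE 0.0545, adjusted p = 0.0167; rank 678). Its call was lost without untreated NTC replicate 2 (0.23, adjusted p = 0.0641) or untreated NTC replicate 3 (0.23, adjusted p = 0.0623), and with the GC content and length trend removed, chosen after seeing the data (0.12, adjusted p = 0.158). Over all alternatives, the adjusted p-value of *Psma3* ran from 0.0121 to 0.185.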

We next used these data to determine how MBNL loss altered the IFNγ response by conducting a comparative analysis of the fold change in these enriched IFNγ response genes between treated and untreated groups for both NTC and *Mbnl* DKO cells. This revealed a substantial attenuation of the interferon response in *Mbnl* DKO cells (Fig 2C), including a diminished IFNγ-dependent induction of genes involved in antigen presentation. 

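In DKO cells, 91 genes passed an adjusted p-value of 0.05 with IFNγ, 79 higher and 12 lower, and 77 of these were also called in NTC cells, all in the same direction. Of the alternatives tried, leaving out untreated DKO replicate 2 gave the lowest count, 68, and removing the GC content and length trend, chosen after seeing the data, the highest, 114. Counts of calls in NTC and DKO cells do not test whether the responses differ, so the difference between the log2 fold changes of the genotypes was tested gene by gene. It passed the threshold for 4 genes, each with adjusted p = 0.0256: *B2m*, *Psmb9* and the unnamed gene ENSMUSG00000093701, which overlaps *Ifnar2* and *Il10rb* on the same strand, with a lower response in DKO cells, and *Gfra4*, with a higher one. At an unadjusted p-value under 0.05 there were 1340. *Gfra4* lies outside the rule for naming genes and is named after its values were seen; it was listed at 0 in all 3 treated NTC libraries and between 1.11 and 1.6 TPM in the others.

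The count of 4 moved with single libraries. Without untreated DKO replicate 2 or 3, any of the 3 untreated NTC replicates or treated DKO replicate 1, it was 0, where between 876 and 1417 genes had an unadjusted p-value under 0.05. It was 1 without treated DKO replicate 2 or 3 or treated NTC replicate 2 or 3, and 7 without treated NTC replicate 1. With no filter on low values it was 10. In simulated data with the same layout, 200 genes with a mean log2(TPM + 1) above 3 were given a true response difference. A log2 difference of 0.5 was called for 141 of them, with 8 other genes called, and 1 for 199, with 4 others called. Lower genes, such as *Psmb9* and *Tap1* with means of 2.06 and 2.07, were not changed in it. The simulation therefore does not give the power for such genes, or where fewer genes differ.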

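Fig 2C names 37 genes, of which 35 were tested. The median log2 fold change with IFNγ over these genes was 1.31 in NTC cells, with 32 called, and 0.98 in DKO cells, with 29 called. The median difference in response between genotypes was −0.22, and 30 of 35 genes responded less in DKO cells. As a list, this gave a fry p-value of 1.73e-05, and camera p-values of 1.81e-12 with the preset and 0.000256 with an estimated correlation. By gene, *B2m* and *Psmb9* passed the threshold over all genes, and 10 genes did when adjusted over the list alone; the study chose the list on these libraries, so it is not independent evidence. Without *Psmb8*, listed at 0 in untreated libraries, the median was −0.21. Of the alternatives tried, scaling each library to the same total, chosen after seeing the data, left least of the median, −0.18, and leaving out untreated DKO replicate 1 gave the most, −0.25.

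A lower fold change can come from a higher untreated level, a lower treated level or both. Of the 30 genes, 9 were higher in untreated DKO than NTC cells and not lower in treated ones, 10 were lower in treated cells only, and 11 were both. Tested one by one, 12 of the 35 genes were higher and 3 lower in untreated DKO cells, and 11 were lower and 3 higher in treated DKO cells. The untreated median difference was 0.08, with a fry p-value of 0.00123 that did not hold under camera with an estimated correlation (0.0862). The treated median difference was −0.08, with a fry p-value of 3.24e-05 that held under neither form of camera (0.0568 and 0.132) and a median that moved to 0.003 with each library scaled to the same total. *Ifitm3* and *Isg15* were higher in untreated DKO cells by 0.60 and 0.58 (adjusted p = 0.000858 and 0.00365) and close to NTC levels in treated cells (0.07 and 0.10), whereas *Xaf1* was higher untreated (0.35) and lower treated (−0.44).

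A list of 17 MHC class I genes, written from general knowledge of the pathway, had a median response difference of −0.28 (fry p-value 9.64e-06, held under camera with an estimated correlation at 0.000457). Of these genes, 15 responded less in DKO cells, 2 were called over all genes and 8 when adjusted over the list alone. Over the 10 genes named with the pathway above, the median was −0.34 (−0.29 without *Psmb8*), 9 were below 0, and 9 passed when adjusted over the list alone. Over the 11 genes of Fig 2B, 10 were tested and all 10 were below 0, with a median of −0.42 (−0.39 without *Psmb8*) and 7 past the threshold when adjusted over the list alone. Selecting instead the 39 genes whose IFNγ effect averaged over both genotypes was above 1 (log2), 35 responded less in DKO cells (89.7%), with a median of −0.26 and a fry p-value of 0.000186. Among the Reactome sets, the 5 with the strongest loss of response in DKO cells were again those sharing 26 genes of class I MHC antigen processing and presentation (FDR = 8.25e-07 with camera and 0.00295 with fry). The broader set for interferon signaling, with 73 genes, was also lower (FDR = 0.128 with camera and 0.0124 with fry), and so was interferon gamma signaling, at rank 152 of the 391 sets with a lower response (FDR = 0.293 and 0.0443). Across genes, the response difference correlated with GC content at 0.515 (Spearman). The Reactome tests of this difference were not rerun with the trend removed. Among single genes, *Tap1* had a response difference of −0.87 (SE 0.144, adjusted p = 0.0709), which passed the threshold with the GC content and length trend removed, chosen after seeing the data (−0.96, adjusted p = 0.0357; adjusted p-values of *Tap1* over the alternatives ran from 0.0357 to 0.229). The same alternative called *H2-D1* (−0.35, adjusted p = 0.0185 against −0.28, adjusted p = 0.123), with adjusted p-values of *H2-D1* between 0.0185 and 0.394 over the alternatives. *Xaf1* (−0.78, adjusted p = 0.0709) was called without treated NTC replicate 2 (−0.88, adjusted p = 0.0403), and its adjusted p-values ran up to 0.229. *Psmb10*, *Psme1* and *Psme2* had differences of −0.39, −0.28 and −0.29, each with adjusted p = 0.364.

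From the lower fold changes of these genes in DKO cells in Fig 2C, the paper concludes that loss of MBNL proteins attenuates the interferon response, including the induction of genes for antigen presentation.

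**Figure D2:**
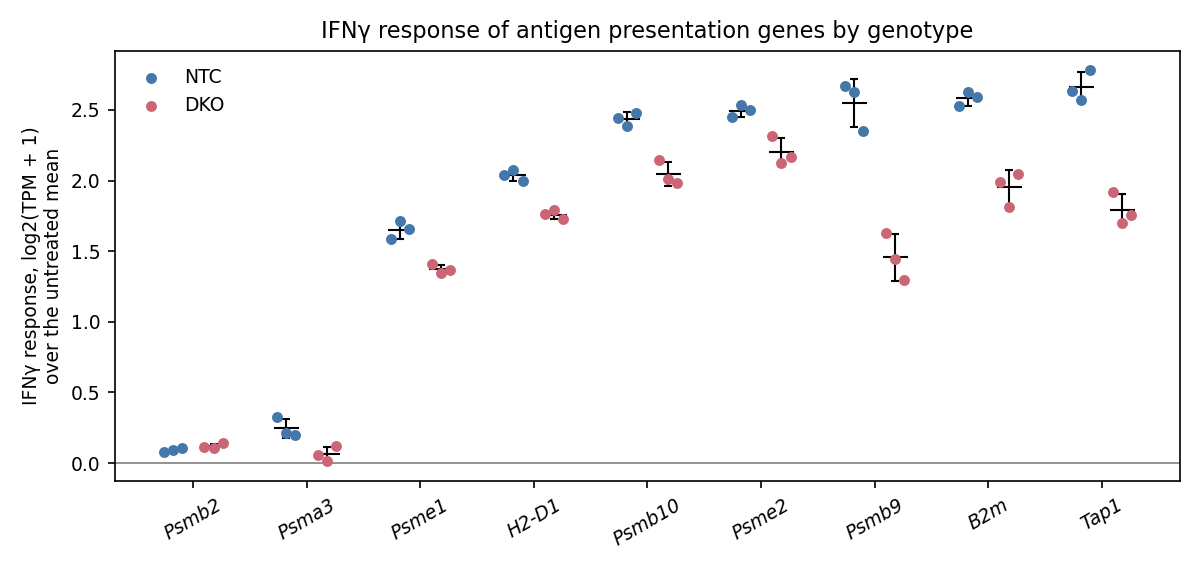
Change in log2(TPM + 1) over the mean of the untreated libraries (y axis) for genes named at the antigen presentation pathway, in treated NTC (blue) and DKO (red) libraries. Points are libraries and bars are means with SD over 3 replicates; *Psmb8*, listed at 0 in untreated libraries, is left out, and the gap between genotypes is widest for *Psmb9*.

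**Figure D3:**
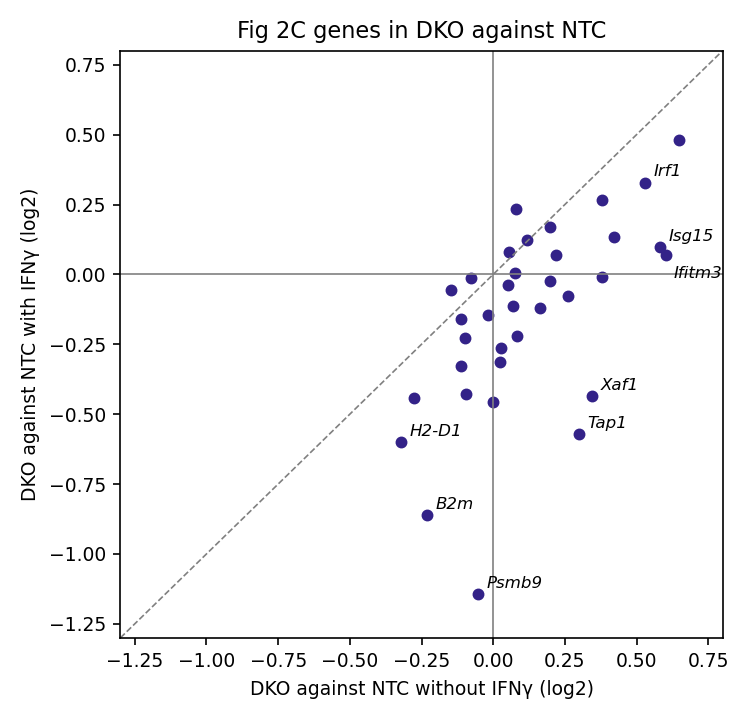
Difference between DKO and NTC cells (log2) without IFNγ (x axis) and with IFNγ (y axis) for the 35 tested genes of Fig 2C, each point a gene. The dashed line marks equal differences, and the 30 genes under it responded less in DKO cells.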

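*B2m* lies on chromosome 2 between 122147686 and 122153083 and overlaps *Patl2* on the opposite strand, which reached at most 0.13 TPM in any library. Untreated *B2m* was at 325, 294 and 314 TPM in NTC and 256, 263 and 276 TPM in DKO libraries. With IFNγ, *B2m* rose to 1790, 1920 and 1880 TPM in NTC and 1060, 933 and 1100 TPM in DKO libraries. The log2 fold change was 2.58 in NTC cells (SE 0.058, adjusted p = 4.13e-12) and 1.95 in DKO cells (adjusted p = 8.32e-11), and the difference between them was −0.63 (SE 0.0821). DKO cells were lower both without IFNγ (−0.23, adjusted p = 0.00715) and with it (−0.86, adjusted p = 1.93e-07). An exact two-sided permutation test of 3 against 3 libraries gave p = 0.1 at each treatment, the smallest p-value that this design allows.

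The difference in the *B2m* response kept its sign in each fit without 1 library, from −0.68 to −0.56, but its adjusted p-value ranged from 0.0185 to 0.096 and was under 0.05 in 4 of the 12 fits. These left out treated DKO replicate 2 or 3, untreated DKO replicate 1 or treated NTC replicate 1. With the GC content and length trend removed, chosen after seeing the data, the *B2m* difference was −0.49 (adjusted p = 0.000425). Over the other alternatives with all libraries and no block, its adjusted p-value ran from 0.0139 to 0.028.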

Notably, *B2m* expression exhibited significant attenuation in response to IFNγ for DKO cells (Fig 2D), suggesting that MBNL proteins contribute to the modulation of the tumor-immune interaction in part via alterations in expression levels of components of MHC Class I antigen presentation.

We then set out to validate that reduced levels of MHC Class I in MBNL-deficient cells contribute to the reduced T cell cytotoxic activity seen in the Pan et al. screen. We found that *Mbnl* DKO cells had significantly reduced levels of surface MHC Class I compared to NTC cells across all tested IFNγ concentrations, again demonstrating a suppression of induction of MHC Class I components in response to immune stimulation (Fig 2E). The single knockouts also reduced MHC Class I surface expression, with *Mbnl1* KO (1KO) having a larger effect than *Mbnl2* KO (2KO). However, *Mbnl* DKO had the most substantial reduction in MHC Class I, again suggestive of a functional redundancy between *Mbnl1* and *Mbnl2* (Fig 2F). As these experiments were performed in a polyclonal cell line with varying degrees of MBNL protein loss (Fig 2A), we generated genetically validated monoclonal cell lines and repeated the experiments for certainty of the results (Figure S2B-C in S1 File). Once again, surface expression of MHC Class I was significantly reduced (*p* =  0.0013) in the monoclonal DKO as compared with NTC cells (Fig S2D in S1 File).

We next tested whether a dependence on MBNL for MHC induction following IFNγ stimulation was a common feature of cancer cell lines beyond the B16-F10 model. We generated *Mbnl* single and double knockout lines using CRISPR-Cas9 in cell lines representing two different cancer types, E0771 breast cancer and MC38 colorectal carcinoma lines. For both of these cell lines, we observed a reduction in surface MHC expression for 1KO, 2KO and DKO (Figure S2E-F in S1 File). As expected from the B16-F10 cell data, *Mbnl* DKO reduced surface MHC Class I levels to a greater degree than *Mbnl1* or *Mbnl2* KO alone. Taken together, this provides additional validation and broader relevance for the role of MBNL in regulating tumor antigen presentation across multiple cancer types.

We next sought to test whether the impaired MHC antigen presentation in *Mbnl* DKO B16-F10 cells affected anti-tumor immune activity. Our re-analysis of data from Pan et al strongly suggested that MBNL loss should potentiate immune evasion, but as those results were conducted in the context of a highly multiplexed screen with single gene knockouts, we sought to test how dual knockout of *Mbnl1/2* influenced T cell evasion in a focused assay. We pulsed B16-F10 Cas9 edited cells with OVA peptides and then co-cultured each cell line with OT-I specific CD8 + T cells. We observed a significant increase in the percentage of viable tumor cells after 24 hours in DKO cells compared to NTC cells (Fig 2G). These data indicate that MBNL deficiency and the resultant impaired MHC antigen presentation promotes cancer cell evasion of antigen-specific CD8 + T cell-mediated cytotoxicity.

### MBNL loss facilitates resistance to T cell infiltration in vivo

Having established a role for MBNL in IFNγ response, MHC Class I antigen presentation and T cell-mediated tumor cell killing *in vitro*, we hypothesized that downregulation of MBNL would cause reduced tumor immune infiltration *in vivo.* We transplanted NTC, 1KO, and DKO cells into immunocompetent mice (Fig 3A). We did not observe any significant changes in overall tumor volume (Fig S3A in S1 File); however, we did observe a significant increase in host survival for DKO mice (Figure S3B in S1 File). Given that perturbation of *Mbnl* proteins in disease is known to be deleterious to cell health, we were not surprised to observe a slight reduction in tumor growth in DKO tumors. For example, *Mbnl1* and *Mbnl2* sequestration is known to contribute significantly to cellular dysfunction via RNA misprocessing in neuromuscular disease [17–19]. We screened publicly available data to find that CRISPR knockout of *MBNL1* does not directly affect cancer cell viability (Figure S3C in S1 File). Thus, the combination of *Mbnl1* and *Mbnl2* DKO is likely more deleterious to cancer cell growth than the knockout of either gene alone, again highlighting the likely functional redundancy of these proteins.

**Fig 3:**
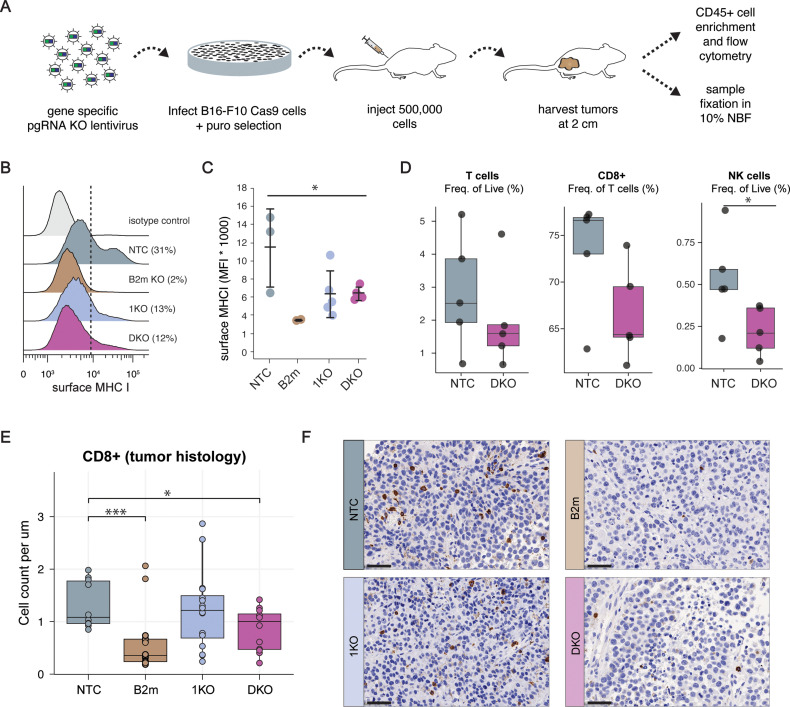
MBNL loss facilitates resistance to T cell infiltration *in vivo.* (**A**) Experimental design schematic. (**B-C**) Surface MHC Class I (MHC I) expression measured by flow cytometry across genotypes for B16-F10 tumors; non-targeting control (NTC), *B2m* knockout, *Mbnl1* knockout (1KO) and double knockout (DKO) ( * =  p <  0.05 by a two-sided Student’s *t*-*t*est). (**D**) Frequency of tumor immune infiltrate populations measured by flow cytometry; T cells, CD8 + frequency within T cells and NK cells ( * =  p <  0.05 by a two-sided Student’s *t*-*t*est). (**E**) Quantification of CD8 + cells infiltrates in tumors across genotypes by histology analysis ( * =  p <  0.05, *** p <  0.0005 by a one-sided Wilcoxon signed-rank test). (**F**) Representative histology images of B16-F10 tumors across genotypes with CD8 + in brown DAB stain.

Analysis of the dissected tumors showed a reduction in MHC Class I surface expression to levels approaching that of a *B2m* KO control (Fig 3B and 3C). We assessed immune infiltration of the tumors by flow cytometry (Fig S3D in S1 File) and found a reduction in T cells (Fig 3D). Within this T cell population, there was a reduction in CD8 + cells and, to a lesser degree, CD4 + cells (Fig 3D; Figure S3E in S1 File). Similarly, there was a significant reduction in NK cells, potentially indicating a reduced anti-tumor immune activity that is not restricted to T cells (Fig 3D). Correspondingly, we assessed CD8 + cell frequency in B16-F10 tumors using immunohistochemistry and found a significant reduction in the number of CD8 + cells in DKO B16-F10 tumors relative to NTC B16-F10 tumors (Fig 3E-F). We did not observe any difference in 1KO B16-F10 tumors, which we speculate is due to the corresponding upregulation of *Mbnl2* in *Mbnl1* KO cells (Fig 2A). Taken together, these data strongly support the hypothesis that MBNL proteins help shape the tumor microenvironment by attenuating anti-tumor immune cell recruitment.

### MBNL1 expression is strongly correlated with anti-tumor immune activity in clinical human cancers

We next sought to determine whether our findings in mouse tumor models are relevant for human cancers. In the human genome, as in mice, there are three MBNL family genes: *MBNL1, MBNL2,* and *MBNL3*. Using the TCGA melanoma (SKCM) RNA-seq dataset, we correlated *MBNL* expression with *CD8A* gene expression as a proxy for tumor T-cell infiltration (S2 Table). This showed a significant positive correlation (R = 0.27, *p* =  1.8e-08) for *MBNL1*, but not for *MBNL2* or *MBNL3* (Fig 4A).

**Fig 4:**
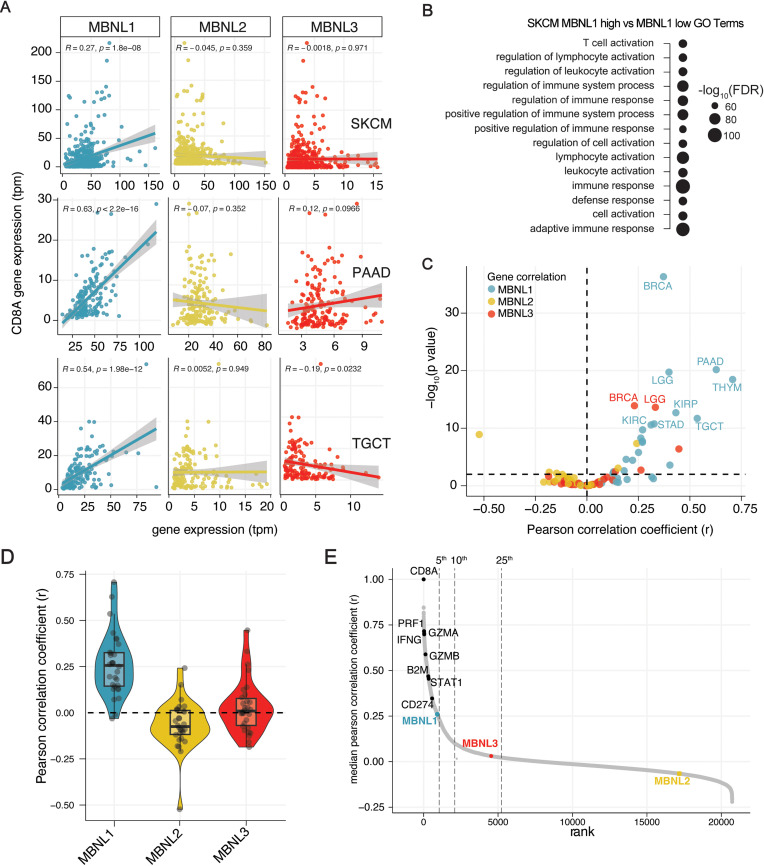
*MBNL* expression is strongly correlated with anti-tumor immune activity across human cancer types. (**A**) Correlation of *MBNL1-3* expression and tumor infiltration indicated by *CD8A* expression (TPM =  transcripts per million) for melanoma (SKCM), pancreatic adenocarcinoma (PAAD) and thymoma (THYM). (**B**) Gene Ontology (GO) terms enriched in the upper *MBNL1* expression tercile bottom tercile within the SKCM patient cohort. (**C**) Plot of Pearson correlation coefficients for MBNL1-3 expression with tumor infiltrate (CD8A expression) across TCGA cancer datasets. (**D**) Rank plot of the median Pearson correlation coefficient for all gene expression with CD8A expression across all TCGA datasets. MBNL genes and selected immune infiltration related genes are labeled. (**E**) Waterfall plot of median Pearson correlation coefficient *(r*) across all analyzed TCGA cohorts comparing the indicated gene expression with gene expression of *CD8A*. Dotted lines indicated the top 5th, 10th and 25th percentiles of positively correlated genes.

We stratified the SKCM TCGA dataset by low (bottom tercile) and high (top tercile) *MBNL1* expression and quantified changes in gene expression between the two bins. Higher *MBNL1* expression was associated with significantly higher expression of genes related to immune pathways, particularly those relating to T cell activity (Fig 4B). Extending the analysis to other cancer types, we discovered that *MBNL1* expression also had a high positive correlation with *CD8A* expression for several other cancer types, including Testicular Germ Cell Tumors (TCGT) and Pancreatic Ductal Adenocarcinoma (PAAD) (Fig 4A).

We correlated *MBNL* expression across all TCGA cancer datasets with tumor T cell infiltration by either *CD8A* expression (Fig 4C–D; S3 Table) or cytolytic T-cell (CYT) score (Fig S4A–B in S1 File). The CYT score is calculated as the geometric mean of the expression of two key cytolytic effectors that are significantly upregulated upon CD8 + T cell activation: granzyme B (*GZMB*) and perforin (*PRF1*) [20]. Strikingly, *MBNL1* showed a significant positive correlation for T cell infiltration (based on *CD8A* expression) for 27 of 29 analyzed TCGA cancer types. To a lesser degree, *MBNL3* had a positive correlation with predicted T cell infiltrations across some cancers, including BRCA and LGG, though it should be noted that *MBNL3* expression is fairly low across all assayed tissues (Fig 4C–D; Figure S4A-B in S1 File Supplementary Figures). Conversely, *MBNL2* trended to have a negative correlation with T cell infiltration (Fig 4C–D; Figure S4A-B in S1 File), which we hypothesize is largely due to the anti-correlated nature of *MBNL1* and *MBNL2* expression given their functional redundancy.

We correlated all genes included in the Pan et al. screen CRISPR library with *CD8A* expression across all cancers in the TCGA datasets. *MBNL1* ranked within the top 5% of genes, indicating that *MBNL1* is significantly more positively correlated with *CD8A* expression than are most genes in the genome (Fig 4E). Scoring above it were genes directly involved in interferon response (IFNγ, B2M) and T cell activation (PRF1, GZMA, GZMB, CD274, PDL1). This analysis predicts that MBNL1 has a profound effect on anti-tumor T cell infiltration, similar to that of genes with explicit roles in T cell-mediated killing of cancer cells.

## Discussion

Our study highlights a critical role for MBNL proteins in shaping the tumor-immune microenvironment. In mouse melanoma, this was first revealed through a CRISPR knockout screen, where *Mbnl1* and *Mbnl2* emerged as top hits conferring tumor resistance to cytotoxic T cell-mediated killing [15]. Using our own CRISPR knockout models, we validated this finding by demonstrating reduced antigen-specific CD8^ +^ T cell killing of *Mbnl*-deficient (DKO) cells. Beyond cytotoxic resistance, we observed a dampened transcriptional response to IFNγ stimulation, particularly in genes encoding the antigen presentation machinery and MHC class I complex. *In vivo*, melanoma tumors lacking *Mbnl* exhibited lower MHC class I expression and significantly reduced CD8^ +^ T cell infiltration. Our findings suggest that MBNL loss could contribute to the downregulation of interferon signaling and MHC class I that constitutes a well-documented mechanism of immune evasion found in 40–90% of human tumors [21].

Extending our analysis to human cancers, we found that *MBNL1* expression positively correlates with *CD8A* expression and cytolytic T cell activity, suggesting a conserved role for MBNL proteins in regulating T cell infiltration and function. Additionally, we present multiple lines of evidence supporting the previously described functional redundancy between MBNL1 and MBNL2 [16, 19]. Collectively, these findings position MBNL proteins as key regulators of the tumor-immune microenvironment.

While our study establishes a link between MBNL expression, antigen presentation, and T cell-mediated tumor killing, the precise molecular mechanisms remain unclear. MBNL proteins are well-characterized modulators of RNA metabolism, influencing mRNA splicing, localization, and stability [5–7, 19]. In several solid tumors, reduced *MBNL1* expression leads to exon skipping in *MAP2K7*, promoting stem cell-like phenotypes and correlating with poor prognosis [22]. Conversely, *MBNL1* overexpression in MLL-rearranged leukemias drives widespread intron removal, altering the expression of key epigenetic modifiers involved in leukemogenesis [11]. It is plausible that MBNL proteins regulate the RNA processing of MHC class I components or transcription factors that govern IFN responses. For instance, alternative splicing of *STAT1* generates distinct isoforms that activate unique gene expression programs downstream of IFNγ signaling [23, 24]. Elucidating these mechanisms in future studies will be crucial for fully understanding MBNL’s role in anti-tumor immunity.

This emerging role of MBNL in tumor-immune interactions may present new therapeutic opportunities with broad clinical implications. MBNL proteins are known to drive the pathogenesis of myotonic dystrophy, where a trinucleotide repeat expansion sequesters MBNL, leading to widespread RNA splicing defects [17, 18,25–27]. Interestingly, two hallmark features of the disease—muscle wasting and cataract formation—have been linked to aberrant inflammatory activation [28, 29]. Combined with our findings, this suggests that MBNL1 could potentially regulate intrinsic immune responses in diverse cell types. Given that *MBNL* expression correlates with markers of T cell infiltration and activity in most human cancers, leveraging this relationship for therapeutic benefit could have far-reaching implications.

## Materials and methods

### Cell lines and culture

B16-F10 and E0771 cells were obtained from ATCC (CRL-6475 and CRL-3461) and MC38 cells were obtained from Sigma-Aldrich (SCC172). All cell lines were cultured per the manufacturer’s instructions. Respective cell lines were infected at 0.3 MOI with Cas9 lentivirus (Addgene 52962-LV) and selected with 2 ug/mL Blasticidin for 7 days. Polyclonal cells were then single cell sorted, and individual clones were assessed for on-target editing efficiency, all subsequent CRISPR assays were completed with the respective Cas9 expressing clone with the highest editing rate.

To generate Cas9 edited mutant lines, we followed methods as previously described [30]. In brief, Cas9 expressing cells were transduced with a lentivirus containing a single guide RNA targeting either the respective gene of interest (Mbnl1, Mbnl2, etc.) or a paired-guide RNA targeting the two genes of interest (Mbnl1 and Mbnl2) in the pLentiguide-Puro backbone (Addgene #52963). Following transduction, cells with stable integration were selected using 1 ug/mL Puromycin for 72 hours.

### Animal use

All animal work and procedures were completed in accordance with the Guidelines for the Care and Use of Laboratory Animals and were approved by the Fred Hutchinson Cancer Center Institutional Animal Care and Use Committee (IACUC). Six week old male C57BL/6 mice were obtained from the Jackson Laboratory. In brief, animals for tumor studies were anesthetized using isoflurane gas until they were unresponsive for all initial tumor cell injections as approved by the Fred Hutchinson Cancer Center IACUC. Animals were then routinely monitored throughout experiments by both core staff supported by Comparative Medicine and co-authors. When tumors reached the end point (1.5 cm in any dimension), the animals were sacrificed in accordance with institutional IACUC approved methods using CO2 inhalation for 5 minutes followed by cervical dislocation to attempt to minimize any suffering.

### *In vivo* validation studies

Cas9 expressing B16-F10 cells were grown per the manufacturer’s recommendations and then transduced with lentivirus containing indicated pgRNAs and then selected in 1ug/mL Puromycin for 72 hours. 5x10^6^ cells were then injected subcutaneously into each flank of adult male C57BL/6 mice, and monitored using calipers. Animals were euthanized when a tumor reached 1.5 cm in any dimension. Tumor material was isolated either for an archived flash frozen sample, fixed in 10% formalin at room temperature for histology studies, or placed in TRIzol reagent (Thermo Fisher 15596018) for subsequent RNA isolation.

### Immunohistochemistry

Tissues from tumors were processed, embedded, and stained through the Fred Hutch Experimental Histopathology core. Mouse Cd8a (CST Clone D4W27 1:200 dilution) staining was performed using rabbit monoclonal antibodies. Staining was performed with a BOND RX autostainer (Leica Biosystems) and images were acquired with an Aperio ImageScope at 40x magnification (Leica Biosystems). Image analysis was completed using HALO Image Analysis software.

### Western blotting

Total protein lysates were isolated in 1x RIPA buffer and quantified with the Pierce 660 nm Protein Assay Reagent (Thermo Fisher Scientific 22660). Total protein lysates were separated electrophoretically then transferred to a nitrocellulose membrane using the NuPAGE system (Thermo Fisher Scientific). Each membrane was blocked for 1 hour at room temperature and then probed with primary antibody diluted in a blocking buffer overnight at 4 degrees Celsius. Mbnl1 (DSHB Clone MB1(4A8)), Mbnl2 (Santa Cruz Biotechnologies Clone 3B4), and Gapdh (Abcam ab9485) primary antibodies were used. Anti-mouse or anti-rabbit IRDye (LI-COR Biosciences) secondary antibodies and the Odyssey CLx Imager (LI-COR Biosciences) were utilized for detection and imaging.

### In vitro flow cytometry and IFNγ stimulation

B16-F10 Cas9-expressing cells were then infected and grown for 48 hours. Cells were then plated and treated with standard DMEM with 10% FBS with indicated concentration of recombinant mouse IFNγ (Cell signaling technology 39127S). Following the indicated time course, all cells were washed 3x with PBS and then resuspended in 100 uL of PBS and stained with respective antibodies and LIVE/DEAD Fixable Violet (Thermo Fisher L34955) stain per the manufacturer’s instructions. Cells were then passed through a 40-micron filter to generate a single cell suspension and then run on a BD FACSCelesta. Single cells were gated for live cells and then the signal was measured in the appropriate channel. Data were analyzed in FlowJo v10.

### In vivo immune cell and tumor cell flow cytometry

Tumors were dissected from mice and mechanically dissociated. Then 0.5 g of tissue were placed in 2-3 mL of tumor digestion buffer (20 mg/mL collagenase and 0.25 mg/mL DNAseI in 1x PBS) and shaken for 30 minutes at 37 degrees. The mixture was then subjected to centrifugation at 1200 rpm for 5 minutes, resuspended in 1x PBS, and then passed through a 70 micron filter (Corning 352250). Samples were then spun down and washed with 1x PBS and resuspended in 1x red blood cell lysis buffer (Thermofisher 00-4333-57). Cells were then washed with 1x PBS, these samples were then used for flow cytometry of whole tumor cells. Cells were then incubated in 1x FACS buffer (1 mM EDTA and 2% FBS in 1x PBS) and 1:100 anti-H 2Kb/H-2Db antibody (BioLegend 114606).

For immune cell populations, digested and RBC lysed samples were then incubated with mouse CD45 microbeads (Miltenyi 130-052-301) and CD45 + cells were purified using positive selection columns per manufacturer’s instructions (Miltenyi 130-042-401). Cells were then washed with PBS and then incubated with an antibody panel to identify T cell subsets and NK cells (CD90.2 BV786, CD8a eFluor 450, CD45 FITC, NK1.1 PE, CD4 BV510, anti-TCR-b chain Alexa Fluor 700) before proceeding with flow cytometry run on a BD FACSCelesta and analyzed in in FlowJo v10.

### gDNA PCR and on-target editing verification

gDNA was extracted with the DNeasy Blood and Tissue kit (Qiagen) according to the manufacturer’s protocol. A window around the anticipated on-target cut site for the respective gene (Mbnl1, Mbnl2) was identified to allow for PCR amplification. PCR product was then purified and submitted for AmpliconEZ sequencing (Azenta/Genewiz). Reads were trimmed and mapped and the estimated fraction of reads with a specific indel were identified using the CRISPresso2 software using default settings [31].

### RNA-seq library preparation

Cells were first pelleted and then RNA was isolated using the Qiagen ReasyA kit (Qiagen 74104) and RNA purity was confirmed via 4200 TapeStation System. Poly(A)-selected, unstranded Illumina libraries were prepared according to the TruSeq protocol per manufacturer’s instructions. The final library size and distribution was confirmed with a 4200 TapeStation System before sequencing on an Illumina HiSeq as 2x50 bp to generate ~ 40 million reads per sample.

### RNA-seq data analysis

RNA-seq was analyzed as previously described [32]. RNA-seq reads were mapped to an annotated transcriptome that was created using Ensembl 71 [33], UCSC knownGene [34] and Misov2.0 [35] annotations using RSEM version 1.2.4 [36] (modified to call Bowtie [37] with option ‘-v 2’). Unaligned reads were mapped to the corresponding genome (hg19/GRCh37 assembly, mm10/GRCmc38 assembly) as well as a database containing all possible pairings of 5’ and 3′ splice sites per gene contained in out merged transcriptome annotation using TopHat version 20.8b [38]. Lastly, mapped reads were merged and input into MISO v2.0. For TCGA studies, we analyzed 9,045 available samples across 29 cancer types.

### Cytolytic T cell correlations

RNA-seq data was analyzed as above and for each sample we quantified CD8A gene expression. For each individual cancer subtype we then correlated CD8A gene expression with expression of every coding gene in our lab annotation using Pearson correlation and generated a Pearson correlation coefficient. Then, for each gene we calculated the median Pearson correlation coefficient across all 29 analyzed cancer types.

### CRISPR screen re-analysis

CRISPR screen data was downloaded from previously published complementary screens in B16-F10 murine melanoma cells under distinct conditions to identify resistance and sensitizing mutations to antigen specific cytotoxic T cell killing [15].

### OT-1 cytotoxicity assay

Bulk splenocytes were isolated from OT-1 animals and cultured for three days in media containing 100 U/mL murine IL-2 and 100 μg/mL SIINFEKL peptide to activate CD8 + T cells. Cultures were then washed several times with media to remove ova peptide and rested for at least 24 hours prior to use. OT-1 cells were passaged in T cell media with 50 U/mL IL-2 for no more than seven days after animal sacrifice before use. For the cytotoxicity assay, tumor cells alone or tumor cells +  OT-1 cells (1:1 ratio) were incubated in T cell media for 18 hours under standard conditions and then analyzed by flow cytometry to quantify killing. OT-1 cells and other hematopoietic cells were excluded using CD45, CD3, and CD8 staining. Tumor cell viability was measured with DAPI staining.

## Supporting information

S1 File Supplementary figures and captions.

S1 Raw Images Uncropped gel images.

S1 Table Differential induction of IFNγ induced gene expression in NTC versus DKO B16-F10 Cas9 cells. Differentially expressed genes from B16-F10 Cas9 cells infected with the indicated pgRNAs exposed to no or 1 ng/mL IFNγ for 24 hrs. Median gene expression per condition expressed in transcripts per million (TPM) along with the computed log_2_(fold-change) between the indicated comparison as well as the adjusted *P* value.

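The values of this table were compared with the deposited TPM. The copy of the table used here holds 1991 of its 12393 entries, 866 for DKO and 1125 for NTC cells, of which 748 and 1123 are genes also listed in the deposited data. For these genes, each median in it matches, within 0.01%, a median of the deposited TPM. For this, every library is multiplied by a factor of its own, between 1.0516 and 1.1214. The fold changes match the ratio of those medians within 0.001 after a pseudocount of 0.0534 TPM for DKO and 0.0518 TPM for NTC cells is added. All p-values were matched within 1% by an unadjusted unequal-variance comparison of TPM between treated and untreated libraries, and 0% by the same values after Benjamini-Hochberg adjustment over all genes. Computed that way, 797 of 15595 genes in DKO and 2437 of 15305 genes in NTC cells have an unadjusted p-value under 0.05, and 3 and 21 genes have an adjusted one.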

(XLSX)

S2 Table Computed gene expression of MBNL proteins, CD8A, PRF1, and GZMB across TCGA RNA-seq samples. Gene expression values (in transcripts per million, TPM) computed for all analyzed TCGA RNA-seq samples as well as the computed geometric mean of GZMB and PRF1 used as a proxy for cytolytic T cell activity.
(XLSX)

S3 Table Genome wide correlation of gene expression with CD8A expression across 29 cancer types. Computed Pearson correlation coefficients and associated *P* values comparing gene expression of the indicated gene with CD8A expression in the indicated cancer subtype. Each subtype is analyzed independently and the number of samples analyzed is documented per cancer subtype.
(XLSX)

# Supplementary material for: Muscleblind-like proteins are novel modulators of the tumor-immune microenvironment
**Source:** PLoS One. 2025 Apr 30;20(4):e0321148. doi: 10.1371/journal.pone.0321148
**Supplement:** S1 File

**Figure S1: Related to Figure 2.**

**(B)** 5 most abundant alleles generated following treatment of Cas9 expressing B16-F10 cells with a gRNA targeting Mbnl2.

**(D)** Pie chart of the fraction of alleles isolated that contain an indel of any kind in Cas9 expressing B16-F10 cells with a gRNA targeting Mbnl2.

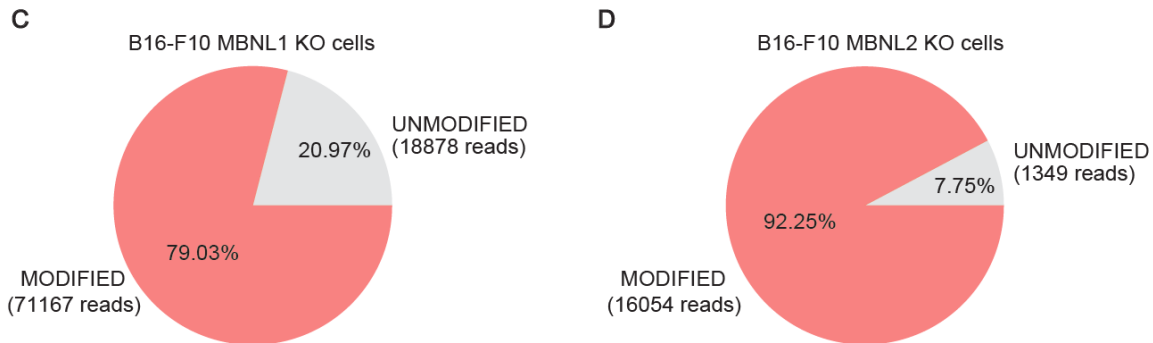

## Supplementary Figure 2

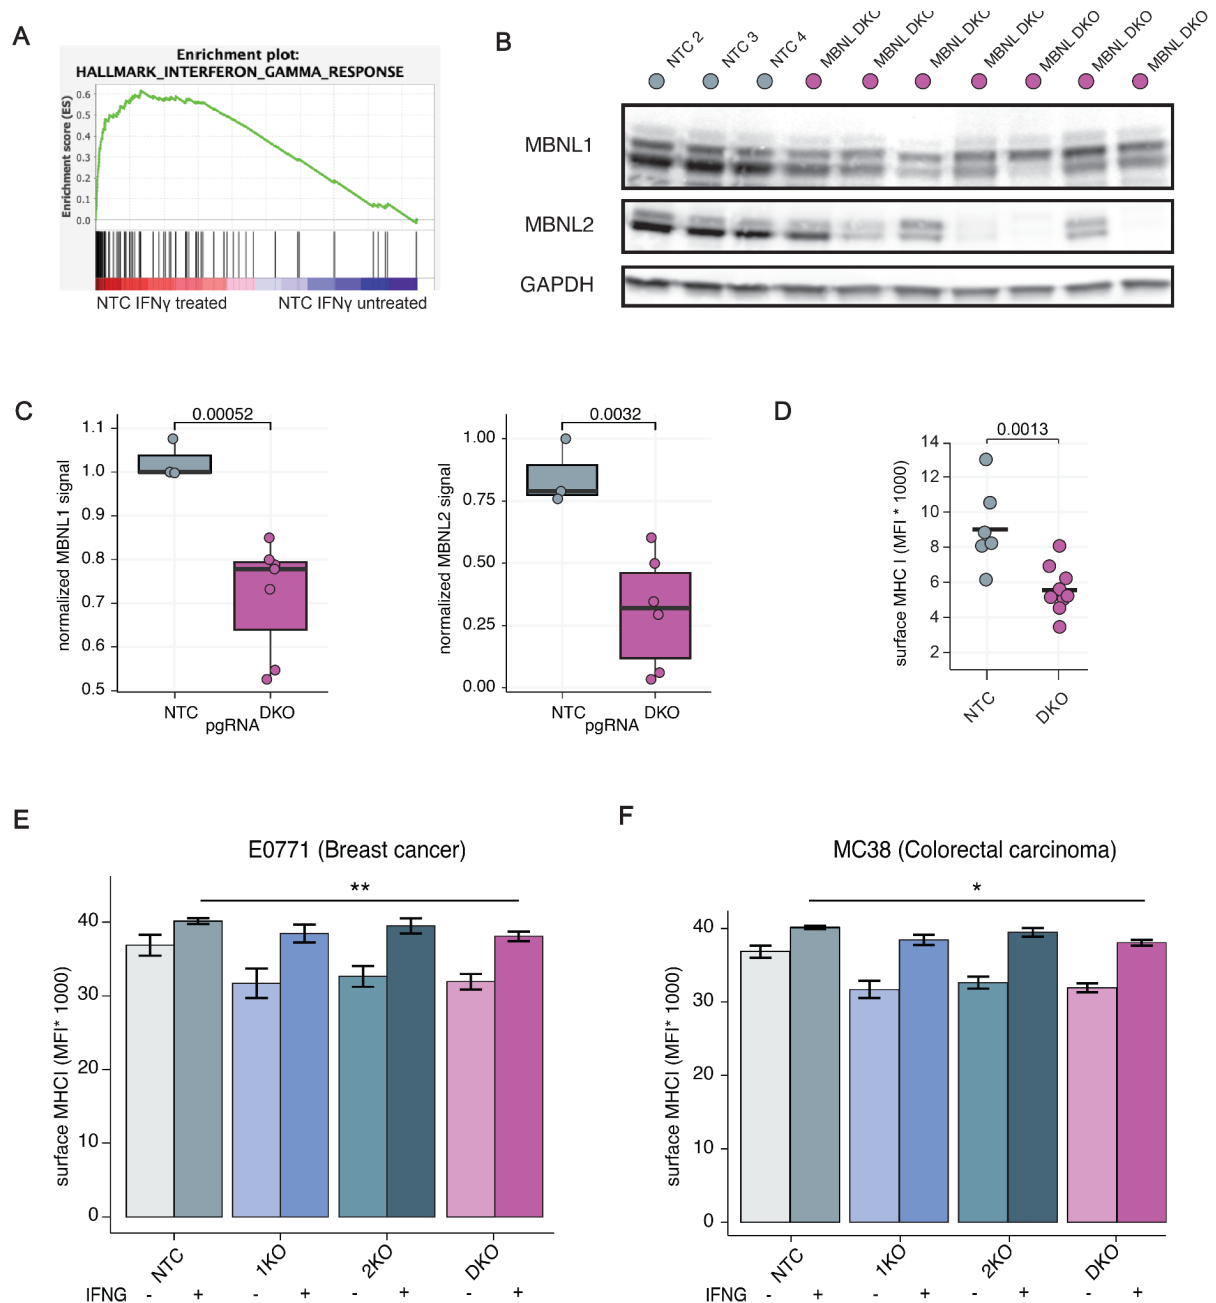

**Figure S2: Related to Figure 2.**

(A) Gene set enrichment of Hallmark Interferon Gamma Response in IFN $\gamma$  treated vs untreated non-targeting control (NTC) B16-F10 cells.

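Gene set enrichment analysis orders all genes by a measure of change, here between treated and untreated NTC cells, and walks down that order with a running score that rises at each member of the set and falls at every other gene. A peak near the start of the order means that members of the set gather among the genes that rise most with IFNγ. The Hallmark Interferon Gamma Response set is a curated list of genes that respond to this cytokine, among them genes for antigen processing and MHC class I. The plot concerns NTC cells alone and makes no comparison with DKO cells.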

(B) Western blot analysis of normalized MBNL1 expression in monoclonal B16-F10 cells isolated from either polyclonal Cas9-expressing B16-F10 cells treated with either an NTC or MBNL DKO pgRNA. P value is from a two-sided Student's t-test.

(C) Western blot analysis of MBNL2 expression, normalized to GAPDH signal, in monoclonal B16-F10 cells isolated from either polyclonal Cas9-expressing B16-F10 cells treated with either an NTC or MBNL DKO pgRNA. P value is from a two-sided Student's t-test.

(D) Surface MHC Class I expression in NTC and MBNL DKO cells.

(E-F) Surface MHC Class I expression across MBNL genotypes with and without IFN $\gamma$  stimulation for E0771 breast cancer and MC38 colorectal carcinoma cell lines, respectively. (1KO = *Mbnl1* knockout, 2KO = *Mbnl2* knockout).

### Supplementary Figure 3

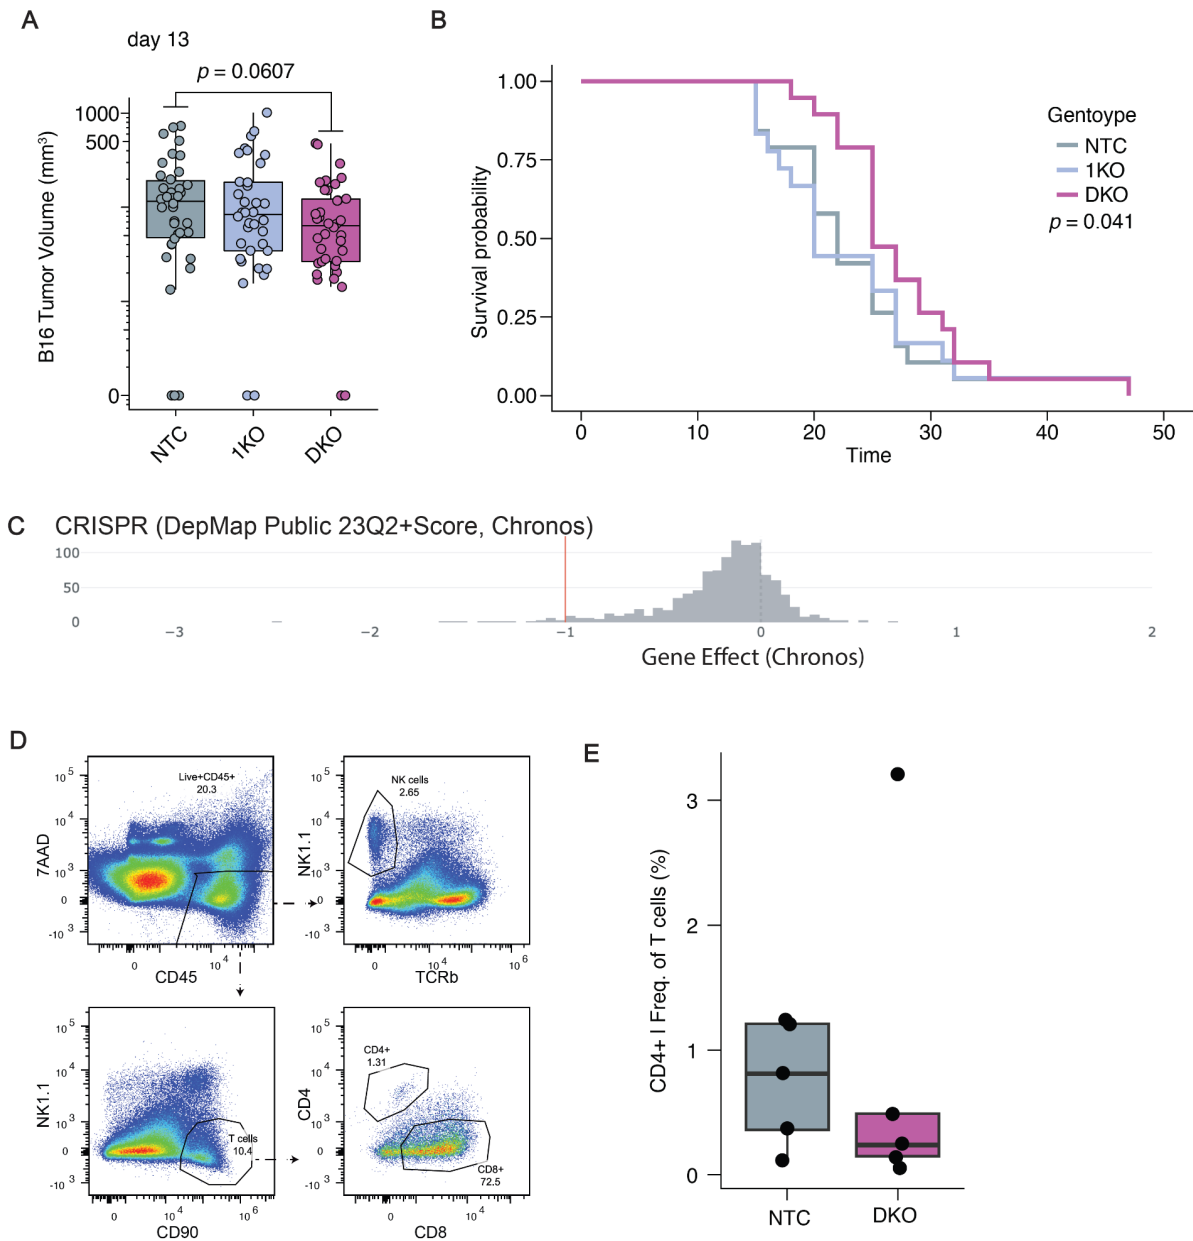

**Figure S3: Related to Figure 3.**

(A) B16-F10 *in vivo* tumor volume ( $\text{mm}^3$ ) for non-targeting control (NTC), *Mbn1* single knockout and *Mbn1*-2 double knockout. *P* value from a two-sided Wilcoxon signed-rank test.

(B) Kaplan-Meier survival curve for mice with NTC, 1KO and DKO B16-F10 tumors. *P* value from a log-rank test.

(C) DepMap chronos score for the CRISPR perturbation of MBNL1 across cancer cell lines.

(D) Gating strategy for analysis of B16-F10 tumor immune infiltrates.

(E) Frequency of CD4+ T cells as a percentage of total T cells in NTC and DKO B16-F10 tumors.

## Supplementary Figure 4

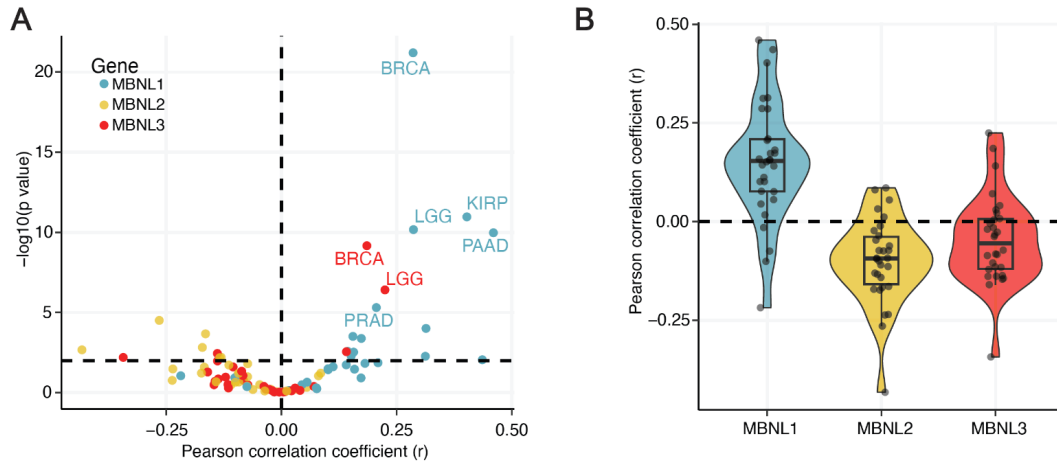

**Figure S4: Related to Figure 4.**

**(A-B)** Volcano (A) and violin (B) plots of Pearson correlation coefficients for MBNL1-3 expression with cytolytic T cell (CYT) score (geometric mean of *PRF1* and *GZMB* expression) (20) across TCGA cancer datasets.

# Supplementary material for: Muscleblind-like proteins are novel modulators of the tumor-immune microenvironment
**Source:** PLoS One. 2025 Apr 30;20(4):e0321148. doi: 10.1371/journal.pone.0321148

Uncropped gels

- All gels imaged with Li-cor Odyssey near-infrared scanner

**Figure 2, panel A**

**Three side by side gels, all technical replicates of same samples**

**Gel stained with anti-MBNL1**

Lanes (left to right, same in all 3 gel images below)

| 1      | 2                  | 3                        | 4                        | 5                        |
|--------|--------------------|--------------------------|--------------------------|--------------------------|
| Ladder | B16-F10 Cas9<br>WT | B16-F10 Cas9<br>MBNL1 KO | B16-F10 Cas9<br>MBNL2 KO | B16-F10 Cas9<br>MBNL DKO |

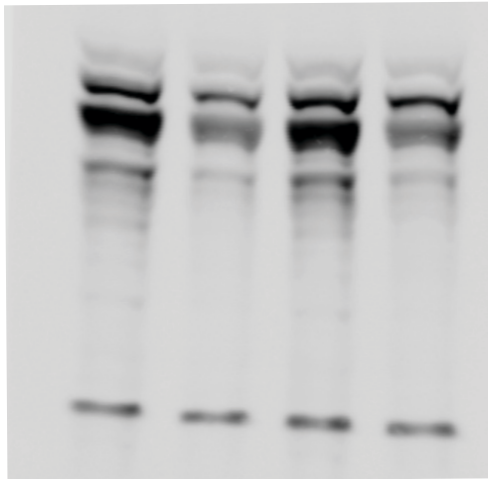

**Gel stained with anti-GAPDH**

| 1      | 2                  | 3                        | 4                        | 5                        |
|--------|--------------------|--------------------------|--------------------------|--------------------------|
| Ladder | B16-F10 Cas9<br>WT | B16-F10 Cas9<br>MBNL1 KO | B16-F10 Cas9<br>MBNL2 KO | B16-F10 Cas9<br>MBNL DKO |

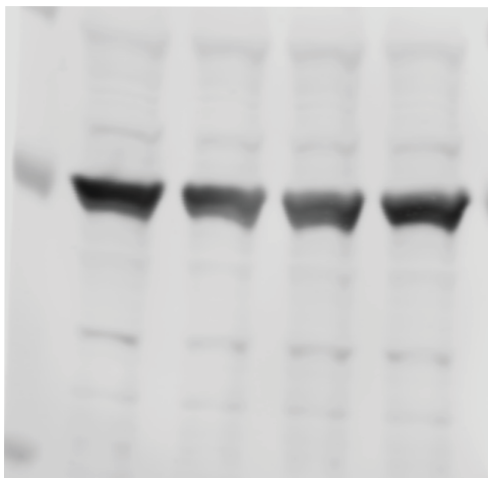

**Gel stained with anti-MBNL2 antibody**

|        |                    |                          |                          |                          |
|--------|--------------------|--------------------------|--------------------------|--------------------------|
| 1      | 2                  | 3                        | 4                        | 5                        |
| Ladder | B16-F10 Cas9<br>WT | B16-F10 Cas9<br>MBNL1 KO | B16-F10 Cas9<br>MBNL2 KO | B16-F10 Cas9<br>MBNL DKO |

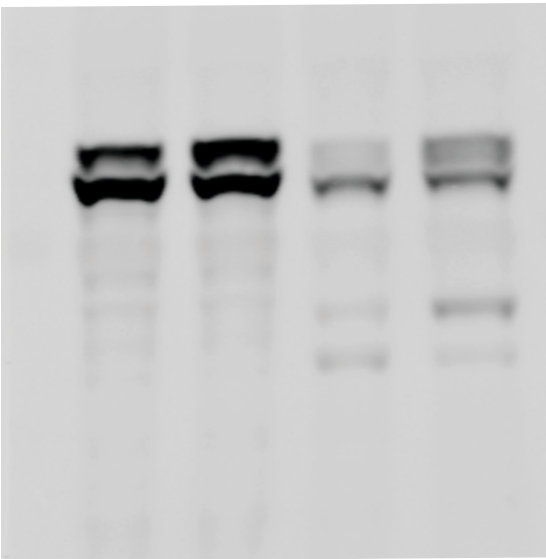

**Supp. Figure 2, panel B**

Red = GAPDH, Green = MBNL1

| Lane | Sample                        |
|------|-------------------------------|
| 1    | Ladder                        |
| 2    | B16-F10 Cas9 NTC Clone 1      |
| 3    | B16-F10 Cas9 NTC Clone 2      |
| 4    | B16-F10 Cas9 NTC Clone 3      |
| 5    | B16-F10 Cas9 MBNL DKO Clone 1 |
| 6    | B16-F10 Cas9 MBNL DKO Clone 2 |
| 7    | B16-F10 Cas9 MBNL DKO Clone 3 |
| 8    | B16-F10 Cas9 MBNL DKO Clone 4 |
| 9    | B16-F10 Cas9 MBNL DKO Clone 5 |
| 10   | B16-F10 Cas9 MBNL DKO Clone 6 |
| 11   | B16-F10 Cas9 MBNL DKO Clone 7 |
| 12   | Ladder                        |

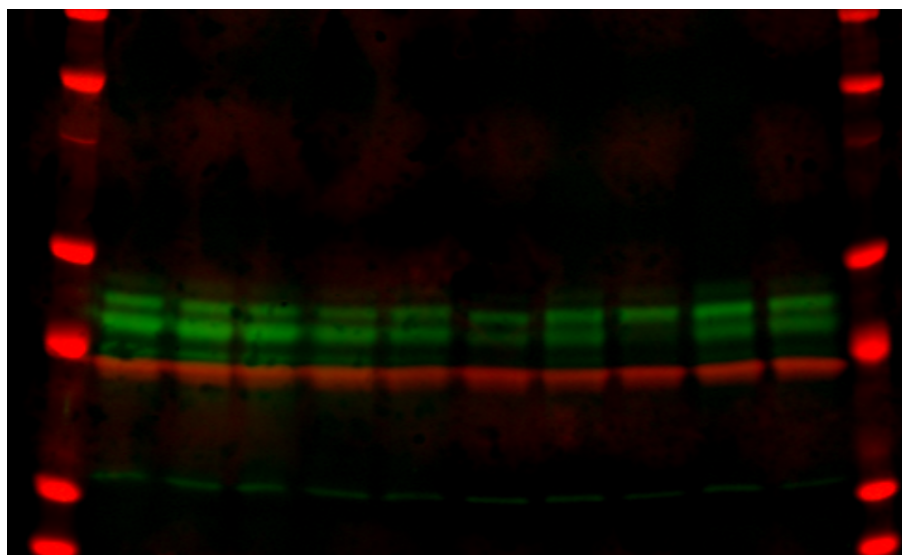

Red = GAPDH, Green = MBNL2

| Lane | Sample                        |
|------|-------------------------------|
| 1    | Ladder                        |
| 2    | B16-F10 Cas9 NTC Clone 1      |
| 3    | B16-F10 Cas9 NTC Clone 2      |
| 4    | B16-F10 Cas9 NTC Clone 3      |
| 5    | B16-F10 Cas9 MBNL DKO Clone 1 |
| 6    | B16-F10 Cas9 MBNL DKO Clone 2 |
| 7    | B16-F10 Cas9 MBNL DKO Clone 3 |
| 8    | B16-F10 Cas9 MBNL DKO Clone 4 |
| 9    | B16-F10 Cas9 MBNL DKO Clone 5 |
| 10   | B16-F10 Cas9 MBNL DKO Clone 6 |
| 11   | B16-F10 Cas9 MBNL DKO Clone 7 |
| 12   | Ladder                        |

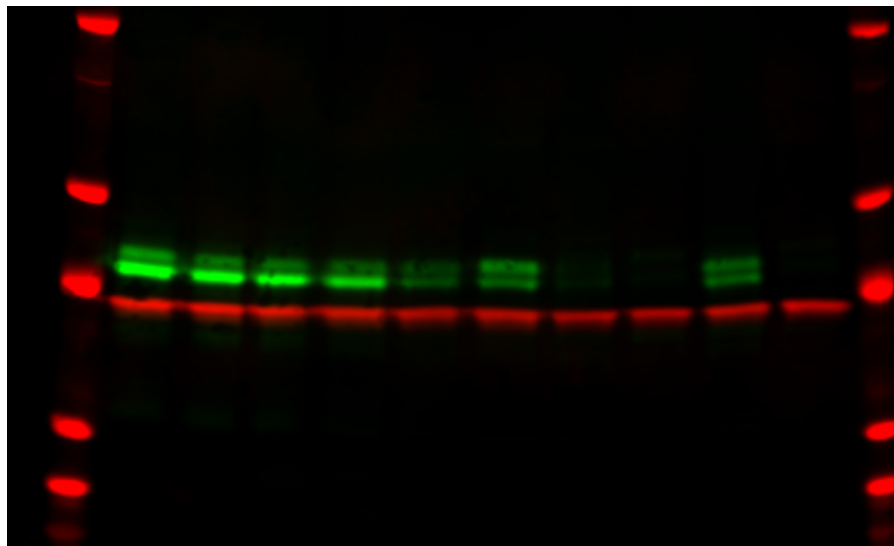

**Supplement:** S1 Raw Images

How the deposited data were processed for this re-analysis (not part of the article)

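The data are RNA-seq values of 12 libraries from B16-F10 Cas9 cells, 3 for each of 4 conditions: NTC and *Mbnl* DKO cells, without IFNγ and with it for 24 h. The authors state poly(A) selection, unstranded libraries and paired reads of 50 bp at a depth of about 40 M reads per sample. They ran RSEM, modified to call Bowtie, on a merged annotation, passed unaligned reads to TopHat against the mouse genome GRCm38, and used MISO for splicing. The deposited values are TPM made by the authors, although their name says counts. They are not whole numbers, and the listed genes of a library sum to between 805782 and 874612 TPM, so part of each total lies outside the listed genes or was scaled away. A scaling between libraries is not stated in the paper. TPM do not keep the depth, so precision was taken from the spread between replicates.

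The analysis set for count data could not be used on TPM, and the one set for normalized values was run. Genes with at least 1 TPM in at least 3 libraries were kept, and log2(TPM + 1) was fitted with limma 3.58.1 in R 4.3.3, using 1 mean per condition and a prior variance that follows the mean expression. The 5 comparisons were treated against untreated cells in NTC and in DKO, the difference between those responses, and DKO against NTC without and with IFNγ. The threshold was a Benjamini-Hochberg adjusted p-value of 0.05. Replicate numbers were not used as pairs. Gene lists were tested with fry, with camera beside it under a preset and an estimated correlation. Reactome sets came with fgsea 1.28.0, and statmod 1.5.0 was used by limma. Coordinates, GC content and gene length came from GENCODE M21, in which 22251 of the 23022 listed genes were found. Tables and figures used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The fit was tested on simulated data in which the true differences were known.

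The lists were the genes labeled in Fig 2B and Fig 2C, the genes named in the text on antigen presentation, 17 MHC class I genes, the *Mbnl* genes, and 6 small lists: IFNγ signaling, type I interferon-stimulated genes, melanocyte genes, p53 targets, proliferation and immune checkpoints. The genes of the first 3 lists were chosen by the study on these libraries. Named genes are the *Mbnl* genes, every gene named at the RNA-seq claims or on these lists, and up to 5 genes per direction and comparison. The latter have the largest log2 fold change among genes past the threshold whose groups of libraries do not overlap. They also need a mean log2(TPM + 1) of at least 1, which *Gfra4* misses at 0.91. The comparisons, lists, rule for naming genes and a set of alternatives were fixed before the data were examined. Those alternatives were a pseudocount of 0.1, no filter on low values, a replicate block, each library left out in turn, only the 6 libraries of a comparison, camera in place of fry, another selection of induced genes and fgsea on the signed square root of F. Further ones were chosen after seeing the data: the scale of the S1 Table, scaling to the same total, median-ratio scaling, removal of a GC content and length trend from each library (also with the block), and fgsea on the log2 fold change. In splits of the libraries into other groups, 100 were drawn with a fixed seed of 20 where there were more.

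Splicing, flow cytometry, blots, co-culture and tumor data were not analysed here, nor were the patient data. The Hallmark sets were not used here. No library was left out of the main values.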

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

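All tests in this part were chosen after the results they concern were seen, except the counts of other splits of the libraries.

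Tests in that sense are those of possible explanations. The comparisons, gene lists and fits without 1 library were fixed before the data were examined. The response to IFNγ differed between genotypes for 4 genes by a test of the difference itself: *B2m* (−0.63, log2), *Psmb9* (−1.09), ENSMUSG00000093701 (−1.08) and *Gfra4*. Among 100 splits of the genotypes within each treatment, the real one included, 4 gave at least as many genes. Nearly all other splits put DKO and NTC libraries in the same group, which adds the genotype difference to the spread. Few calls follow from that mixing alone, so this share does not show how often chance reaches 4 genes. For *B2m*, the tables argue against 4 technical explanations. A higher untreated level in DKO cells is excluded because the untreated difference was −0.23. A GC content and length trend and the scaling between libraries left −0.49 and −0.59, both past the threshold. Reads shared with *Patl2* are excluded by its highest value of 0.13 TPM. A biological difference in the response of *B2m* may therefore remain as a hypothesis, found and tested on the same libraries. Its call was lost in 8 of the 12 fits without 1 library, with adjusted p-values up to 0.096 (without untreated NTC replicate 3).

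*Psmb9* was at 12.5, 12.1 and 9.83 TPM in treated NTC and 5.34, 4.56 and 4.04 TPM in treated DKO libraries. Reads shared with the overlapping gene *Tap1* are argued against as the whole cause by the levels with IFNγ. There, *Psmb9* differed between DKO and NTC cells by −1.14 (SE 0.111) and *Tap1* by −0.572 (SE 0.102). These values are apart by more than 2 standard errors of their difference. The response differences of −1.09 (SE 0.157) and −0.87 (SE 0.144) do not separate the genes, so the argument rests on the treated levels alone. As part of the cause, shared reads stay open, since *Tap1* also lost response and unstranded reads of the shared stretch are not separated. The *Psmb9* call was kept only without treated NTC replicate 3 (adjusted p = 0.049) among the fits without 1 library; it reached 0.11 without treated DKO replicate 2, and with a pseudocount of 0.1 it was 0.0786. ENSMUSG00000093701 was at 4.98, 4.41 and 5.14 TPM in treated NTC and 2.85, 2.3 and 2.82 TPM in treated DKO libraries. Without IFNγ it was higher in DKO cells by 0.40 (adjusted p = 0.00936), and with IFNγ it was lower by −0.68 (adjusted p = 0.00022). A raised untreated level is therefore part of its response difference, and not the whole. The gene overlaps *Ifnar2* and *Il10rb* on the same strand. A fixed share of their reads is argued against, because their response differences were −0.172 (SE 0.120) and −0.078 (SE 0.0611), against −1.08 (SE 0.149). A share of reads that differs between conditions stays open, since the TPM do not show how reads were assigned among these genes. Its call was lost in 10 of 12 such fits, with adjusted p-values up to 0.107 (without untreated NTC replicate 2), and kept without untreated DKO replicate 1 or treated NTC replicate 1. *Gfra4* had a mean of 1.36 TPM in untreated NTC libraries and was listed at 0 in treated ones. Its highest value in any library was 1.6 TPM, near the lower end of the measurement, which is a candidate explanation for a change between a low value and 0. *Gfra4* was not among the genes called with the GC content and length trend removed.

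Lower responses in DKO cells also stood out for 3 lists by tests of the difference itself: the Fig 2C genes (median −0.22), the MHC class I genes (−0.28) and the IFNγ-induced genes (−0.26). Medians as far from 0 came from 1, 3 and 2 of 100 splits, respectively, the real one included. Differences between genotypes at each treatment enter the medians of these mixed splits, so these shares do not measure chance either. For the Fig 2C genes, the tables argue against the scaling between libraries (−0.18 left under the scaling that leaves least) and a GC content and length trend (−0.21 left) as causes. Less mRNA of the receptor chain *Ifngr2* in DKO cells is also excluded, since it was higher by 0.60 without IFNγ. Levels of *Ifngr1* differed by −0.012, with a sign that changes between scalings, so a lower level of that chain stays open at this size. Whether a higher untreated level in DKO cells is the whole cause is left undecided by the treated levels of the list. Their median of −0.08 (fry p-value 3.24e-05) was not held under camera and turned to 0.003 with each library scaled to the same total. Of the 35 tested genes, 11 were called lower and 3 higher in treated DKO cells. As part of the cause, the untreated median of 0.08 goes with a higher untreated level. A weaker induction and a raised untreated level may both contribute. The 3 lists share genes, so they are not 3 separate lines of evidence, and the response difference of the Reactome set for interferon gamma signaling passed the threshold under fry (FDR = 0.0443) but not under camera (FDR = 0.293).

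Signals outside the genes that the paper discusses also separated DKO from NTC cells. Of 10 p53 target genes, 8 were tested and 7 were higher in untreated DKO cells, with a median of 0.99 (fry adjusted p-value 1.67e-10) that stayed at 1.00 with median-ratio scaling and 0.99 with the GC content and length trend removed, against both as causes. Among them, *Cdkn1a* and *Ccng1* were higher by 1.41 and 1.73. The median was 1.09 in treated cells. A response to DNA cutting by Cas9 cannot be told apart from the loss of MBNL proteins, because only the DKO guides have genomic targets. All 9 melanocyte genes were lower in untreated DKO cells, with a median of −0.53 (fry adjusted p-value 2.73e-08) that stayed at −0.47 on the scale of the S1 Table and −0.50 with the trend removed. Every technical explanation tested for this list was argued against, so a biological difference between the populations is a hypothesis, whether from the loss of MBNL proteins or from other differences between them.

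*H2-K1* was lower in untreated DKO cells by −0.84 (adjusted p = 5.11e-07), at 34.6, 33 and 31 TPM against 60.6, 56.9 and 60.9 TPM in NTC, and no difference in its response to IFNγ was detected (0.05, adjusted p = 0.828). Assignment of its reads to other MHC class I genes in DKO cells is argued against by the log2 ratio of −0.46 for the summed TPM of 7 such genes, since a shift among them would leave the sum as it was. *Btn2a2* was between 15.2 and 20.2 TPM in NTC libraries and listed at 0 in 5 of the 6 DKO libraries, with 0.316 TPM in the other. A deletion reaching its neighbors is argued against by *Abt1*, 53810 bp away, which differed by 0.044 without IFNγ. *Abt1* was named after its values were seen. A smaller deletion or clonal origin was not tested for *Btn2a2*.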

How the results depend on the processing

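The scalings, the removal of a GC content and length trend and fgsea on the log2 fold change were chosen only after the results were seen. Differences are log2; for each change below, the cause was not tested unless stated.

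Alternatives for counts (another normalization, count-based tests and a minimum of 10 counts in every library) were not run, because the values are TPM. The depth is not kept in TPM, so its limit on low genes could not be computed.

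The counts of genes that differ between DKO and NTC cells and of IFNγ-responsive genes in DKO cells stayed within 1.5 times in every alternative run: 3430 to 4853 without IFNγ, 4238 to 5113 with it, and 68 to 114 for the response in DKO cells. The 1411 IFNγ-responsive genes in NTC cells were 897 with no filter on low values, 526 with the GC content and length trend removed and 405 with the block as well. They ranged from 317 (without treated NTC replicate 3) to 2023 (without treated DKO replicate 2) across the 12 fits that each left out 1 library. The 4 genes with a response difference were 10 with no filter and ranged from 0 (6 fits, among them that without untreated NTC replicate 3, with 1023 genes at an unadjusted p-value under 0.05) to 7 (without treated NTC replicate 1).

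The *B2m* response difference kept its sign, from −0.68 to −0.56 in fits without 1 library, and passed the threshold in 4 of these 12 and in every alternative that kept all libraries. The response differences of the Fig 2C, MHC class I and IFNγ-induced genes kept sign and threshold in every alternative; without 1 library they ranged from −0.25 to −0.19, −0.30 to −0.25 and −0.27 to −0.20. Of the induced genes, 84.2% to 94.9% responded less in DKO cells in those fits, and 100% when only genes with an average effect above 2 were taken. The Fig 2C difference without IFNγ (0.08) missed the threshold under camera with an estimated correlation (0.076, 0.0862). That with IFNγ (−0.08) missed it under both forms of camera (−0.076, 0.0568 and 0.132) and turned to 0.003 with each library scaled to the same total.

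Small lists moved around 0. With IFNγ, the IFNγ signaling genes (−0.03) turned to 0.008 with no filter, 0.035 on the S1 Table scale, 0.047 at the same total, where they passed the threshold (adjusted p-value 0.0374), and 0.022 with the trend removed, with or without the block. The type I interferon-stimulated genes (−0.01) turned to 0.061, 0.106 and 0.053 under the first 3 of these, 0.017 with median-ratio scaling and 0.026 with the trend removed, with or without the block, and ranged from −0.051 (without treated DKO replicate 1) to 0.051 (without treated DKO replicate 3) across fits without 1 library. The proliferation genes with IFNγ (−0.08) went to −0.010 on the S1 Table scale, 0.003 at the same total and −0.037 with trend removal and block. Without IFNγ they ranged from −0.127 to −0.097 and passed the threshold without untreated NTC replicate 1 (adjusted p-value 0.00683). The checkpoint genes without IFNγ (−0.05) turned to 0.030 with no filter and 0.006 on the S1 Table scale, and ranged from −0.118 to 0.024 (without untreated DKO replicate 2). Their response difference (−0.05) turned to 0.034 with the trend removed, with or without the block. It ranged from −0.13 to 0.007 (without untreated NTC replicate 1) and passed the threshold without treated DKO replicate 3 (0.0484) or untreated NTC replicate 3 (0.0243). The p53 response difference (0.07) turned to −0.051 with no filter and −0.019 with the trend removed, with or without the block, and that of the melanocyte genes (0.01) ranged from −0.027 (without untreated NTC replicate 1) to 0.042.

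*Ifngr1* without IFNγ (−0.01) turned to 0.047 on the S1 Table scale, 0.036 at the same total, 0.002 with median-ratio scaling and 0.016 with the trend removed, with or without the block, and ranged from −0.063 to 0.034 (without untreated NTC replicate 1). The *Cd274* response difference (0.00) ranged from −0.096 (without untreated NTC replicate 3) to 0.078. The Reactome rank of interferon gamma signaling, 72, was 38 with the trend removed and 40 with the block as well, and ranged from 44 (without treated NTC replicate 3) to 78. Among 87 results for single genes (a gene counts once per comparison) under 20 alternatives each and the share of induced genes, 66 other changes occurred: 61 weaker, 4 stronger and 1 moved, with 49 in fits without 1 library and 17 in other fits.

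The replicate numbers do not pair the libraries: deviations from the condition mean correlated across genes at −0.179 to 0.182 in 18 same-numbered pairs, with 4 above 0.1 and a mean of −0.015 against 0.008 in other pairs. With the number as a replicate block, the counts were 1118 genes in NTC, 75 in DKO, 2 with a response difference, 4063 without IFNγ and 4899 with it. ENSMUSG00000093701 went to an adjusted p of 0.0515 and *Gfra4* was no longer called; the block changed no other call among the results for named genes and lists.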

Differences from the paper's values

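The copy of the S1 Table used here holds 1991 genes by comparison, against 12393 in the paper's; 10402 are not in the copy. None of the alternatives concerns this number. Of the fold changes in that copy, 46 for named genes were compared, 29 for DKO and 17 for NTC cells. Those set beside them came from the deposited TPM with the pseudocount of the S1 Table, without its factors for single libraries. The largest distance was 0.032 (log2), and 0 differed in sign or by more than the SD of the replicates. Across 276 values from fits that each left out 1 library, 7 differed. The *B2m* means of 311, 1865, 265 and 1029 TPM (untreated and treated NTC, then untreated and treated DKO) lay near those in Fig 2D, about 350, 2000, 290 and 1200 TPM, read by eye.

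The legend of the S1 Table calls its p-values adjusted, whereas 100% of those compared matched an unadjusted comparison within 1%. The paper places the IFNγ response first among enriched pathways in treated cells. Here, the Reactome set for interferon gamma signaling ranked at 72 of 402 rising sets with camera. With fgsea on the signed square root of F it ranked at 42. It ranked at 38 with camera after removal of the GC content and length trend, and at 7 with fgsea on the log2 fold change. These last 2 were chosen after seeing the values. The broader set for interferon signaling ranked at 56 with camera and at 2 with fgsea on the log2 fold change. Reactome sets share genes, so these ranks do not compare directly with ranks among the Hallmark sets, which were not used here. The paper counts *Psmb2* and *Psma3* among the top-ranking genes behind the enrichment of its pathway. Here they ranked at 3675 and 678 of all 11663 tested genes by log2 fold change in NTC cells. Ranks within the Hallmark set were not computed.

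The paper describes an attenuation across the interferon response. Here, 4 genes passed the test of the response difference, 2 of them in Fig 2C, while the Fig 2C genes as a list had a lower median response in DKO cells. *Tap1* and *H2-D1* were called as well with the GC content and length trend removed, chosen after seeing the values, and *Xaf1* without treated NTC replicate 2.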

Other observations

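All tests in this part were chosen after the results they concern were seen, except the counts of other splits of the libraries.

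Tests in that sense are those of possible explanations. The comparisons, the small lists with their fry and camera tests, and the fits without 1 library were fixed before the data were examined. More genes were called with IFNγ in NTC (1411) than in DKO cells (91). For each of the comparisons within a genotype, and for DKO against NTC at each treatment, only the real split, 1 of 10, gave as many genes; the other splits gave 0 to 3, but with 3 libraries against 3 the share cannot go under 1 of 10. Across genes, the NTC fold change correlated with GC content at −0.589 (Spearman, 11563 genes, which are not independent replicates), against −0.164 in DKO cells. From the quintile of genes with the lowest GC content to that with the highest, the median NTC fold change went from 0.13 to −0.15. Such a trend between libraries may account for part of the difference in counts. As the whole cause it is argued against by the 526 genes called in NTC after its removal, still more than the 114 in DKO cells. A larger spread between DKO libraries is argued against as well: with the spread estimated from the 6 NTC libraries alone, 84 genes were called in DKO cells, against 1439 in NTC.

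Without IFNγ, 4247 genes differed between DKO and NTC cells, 1982 higher and 2265 lower, and with IFNγ 5053 did, 2271 higher and 2782 lower; 3220 were called at both treatments, 3213 of them in the same direction. The share of higher genes moved with the scaling. It was 46.7% as deposited, 63.5% on the S1 Table scale, 60.7% at the same total and 50.8% with median-ratio scaling without IFNγ, and 44.9%, 62.8%, 65.3% and 50.9% with IFNγ. Among these scalings, the median of all genes moved most with IFNγ at the same total, from −0.01 as deposited to 0.07 (log2). A GC content and length trend is argued against as the cause, since 4853 genes were called without IFNγ after its removal. The 4247 genes are 36.4% of those tested, and differences between 2 separately grown populations cannot be told apart from the loss of MBNL proteins, because neither the labels nor the paper state whether the replicates of a genotype come from separate infections. Among the genes with the largest differences without IFNγ, *Nupr1* and *Tmsb4x* were lower by −2.32 and −2.15, and *S100a6* was higher by 1.89.

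For the small lists, fry p-values adjusted over all tests of these lists were as follows. The IFNγ signaling genes (12 of 14 tested) had median differences between DKO and NTC cells of 0.08 without IFNγ (0.00245) and −0.03 with it (0.552), and a response difference of −0.14 (0.00255). The type I interferon-stimulated genes (16 of 20 tested) had 0.16 (0.00199), −0.01 (0.845) and −0.15 (0.00995). The proliferation genes had −0.11 (0.0743), −0.08 (0.00584) and −0.07 (0.266). The checkpoint genes (3 of 6 tested) had −0.05 (0.266), −0.36 (0.00367) and −0.05 (0.0977). The response difference was 0.07 (0.788) for the p53 targets and 0.01 (0.954) for the melanocyte genes, which were at −0.57 with IFNγ (2.73e-08). Of these adjusted p-values under 0.05, some did not hold under camera with the preset and an estimated correlation (unadjusted p-values): the IFNγ signaling genes without IFNγ (0.112 and 0.134), the proliferation genes with it (0.289 and 0.44) and the checkpoint genes with it (0.157 and 0.191). The type I interferon-stimulated genes without IFNγ held under the first (0.0216) and not the second (0.0938). The remaining ones held under both forms. The *Mbnl* genes had a median of −0.20 without IFNγ. Medians with IFNγ change sign under other scalings for the IFNγ signaling, type I interferon and proliferation lists.

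*Cd274*, which encodes PD-L1, was lower in DKO cells by −0.36 both without IFNγ (adjusted p = 0.0238) and with it (adjusted p = 0.0205). The calls were lost in 3 and 4 of the fits without 1 library, where *Cd274* was at −0.26 without untreated NTC replicate 3 (adjusted p = 0.113) and −0.28 without treated DKO replicate 3 (adjusted p = 0.0775). With all libraries kept, the call with IFNγ was also lost with each library scaled to the same total (−0.29, adjusted p = 0.0536) and with the GC content and length trend removed (−0.27, adjusted p = 0.0727), both chosen after seeing the data. No difference in its response to IFNγ was detected between genotypes (0.00, adjusted p = 0.999). The response of *Cd274* was itself not called in NTC (0.33, adjusted p = 0.0674) or DKO cells (0.33, adjusted p = 0.329). The absence of a difference therefore does not show that its induction was kept.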
